# Transcriptome and proteome analysis reveals the anti-cancer properties of *Hypnea musciformis* marine macroalga extract in liver and intestinal cancer cells

**DOI:** 10.1186/s40246-023-00517-0

**Published:** 2023-07-31

**Authors:** Rodiola Begolli, Myrto Chatziangelou, Martina Samiotaki, Andreas Goutas, Sofia Barda, Nikolaos Goutzourelas, Dimitrios Phaedon Kevrekidis, Paraskevi Malea, Varvara Trachana, Ming Liu, Xiukun Lin, Nikolaos Kollatos, Dimitrios Stagos, Antonis Giakountis

**Keywords:** *Hypnea musciformis*, Marine macroalga (seaweed) extracts, Chemoprevention, Transcriptomics, Proteomics, Liver cancer, Intestinal cancer, p53

## Abstract

**Background:**

Marine seaweeds are considered as a rich source of health-promoting compounds by the food and pharmaceutical industry. *Hypnea musciformis* is a marine red macroalga (seaweed) that is widely distributed throughout the world, including the Mediterranean Sea. It is known to contain various bioactive compounds, including sulfated polysaccharides, flavonoids, and phlorotannins. Recent studies have investigated the potential anticancer effects of extracts from *H. musciformis* demonstrating their cytotoxic effects on various cancer cell lines. The anticancer effects of these extracts are thought to be due to the presence of bioactive compounds, particularly sulfated polysaccharides, which have been shown to have anticancer and immunomodulatory effects. However, further studies are needed to fully understand the molecular mechanisms that underlie their anticancer effects and to determine their potential as therapeutic agents for cancer treatment.

**Methods:**

*H. musciformis* was collected from the Aegean Sea (Greece) and used for extract preparation. Transcriptome and proteome analysis was performed in liver and colon cancer human cell lines following treatment with *H. musciformis* seaweed extracts to characterize its anticancer effect in detail at the molecular level and to link transcriptome and proteome responses to the observed phenotypes in cancer cells.

**Results:**

We have identified that treatment with the seaweed extract triggers a p53-mediated response at the transcriptional and protein level in liver cancer cells, in contrast to colon cancer cells in which the effects are more associated with metabolic changes. Furthermore, we show that in treated HepG2 liver cancer cells, p53 interacts with the chromatin of several target genes and facilitates their upregulation possibly through the recruitment of the p300 co-activator.

**Conclusions:**

Overall, the available evidence suggests that extracts from *H. musciformis* have the potential to serve as a source of anticancer agents in liver cancer cells mainly through activation of a p53-mediated anti-tumor response that is linked to inhibition of cellular proliferation and induction of cell death.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40246-023-00517-0.

## Background

Cancer is a leading cause of death worldwide [1]. According to the World Health Organization, on a global scale one in six deaths in 2020 was due to the development of neoplastic malignancies [1]. Thus, it is imperative to develop new and effective methods for cancer treatment. One of the most important strategies for fighting cancer is chemoprevention, defined as the use of natural or synthetic compounds as drugs or through the diet for the prevention or even the reversal of carcinogenesis [2, 3]. In recent years, intensive research interest for anticancer compounds found in marine organisms has been performed. Such compounds present high structural and functional diversity, acting a rich source of natural chemical compounds [4, 5]. Moreover, incidence of specific cancer types is low in populations with a high intake of seafood [4] Among marine organisms, seaweeds have been shown to contain various chemo-preventive or chemotherapeutic compounds, possessing different mechanisms for inhibiting carcinogenesis [6, 7].

*Hypnea musciformis* (Wulfen) J.V. Lamouroux (Gigardinales: Rhodophyta) is one of the seaweeds whose compounds have been reported to possess anticancer properties [8, 9]. *H. musciformis*, the most known species of the *Hypnea* genus, is a red marine macroalga species distributed throughout the world and is considered important as a source of dietary supplements due to its bioactive compounds such as sulfated polysaccharides (e.g., carrageenans) [10, 11]. Carrageenans from *H. musciformis* have been shown to inhibit breast cancer and neuroblastoma cell proliferation highlighting their anti-carcinogenic potential [10]. Moreover, administration of compounds from *H. musciformis* to a mouse model of Ehrlich ascites carcinoma resulted in the decrease of tumor size through increase of apoptotic molecules (e.g., p53, Bax, Caspase 3) [9, 12]. In addition, *H. musciformis* extract inhibited chemical-induced carcinogenesis in animal experimental models indicating a chemo-preventive activity [8].

Colon and liver cancers are among the malignancies that are considered appropriate for application of chemo-preventing approaches [13, 14]. Liver cancer is the fifth most frequent tumor-type worldwide and the third one in terms of mortality [7]. The conventional therapies used for liver cancer are ineffective, therefore alternative treatments, such as the use of natural compounds with anticancer properties, are needed [7]. For example, phytochemicals (e.g., quercetin), grape extracts and extracts from seaweeds such as *Ulva intestinalis* have been reported to inhibit liver cancer cell proliferation in vitro and in vivo through various mechanisms such as induction of apoptosis, cell cycle arrest, anti-angiogenesis and anti-metastasis [7, 13, 15]. Moreover, colon cancer is the second and third most common tumor worldwide in men and women, respectively [14]. Even though screening for colon cancer has decreased its frequency and mortality, chemoprevention may be used to decrease it even further or to impede its post-treatment recurrence [14]. Interestingly, *H. musciformis* extracts have been shown to inhibit HCT-116 colon cancer cells growth [12].

The dissection of molecular mechanisms accounting for the tumor-suppressing properties of natural products is of great importance for their establishment as chemo-preventive agents [7]. The use of integrated omic approaches can be a powerful research tool for investigating the molecular pathways that facilitate the anticancer activity of natural products [16, 17]. Functional genomics methods can reveal alterations in gene expression in response to treatment with natural compounds, which in turn help to elucidate the cell signaling pathways being responsible for their chemo-preventive effects in cancer cells [17]. Furthermore, the identification of specific molecular mechanisms through which anticancer activity is exerted can also facilitate their use for personalized prevention [18, 19].

In the present study, both transcriptomic and proteomic were deployed to investigate the molecular pathways and mechanisms through which *H. musciformis* extracts inhibited liver and colon cancer cell growth. It is the first time that functional genomic approaches were used for elucidating *H. musciformis* extract’s anticancer activity. These results can serve as a strong foundation for the potential development of *H. musciformis* extracts as food supplement possessing chemopreventive properties.

## Materials and methods

### *H. musciformis* collection and extract preparation

*H. musciformis* was collected from June to September 2020 from the Thermaikos Gulf (40°40′64.46″ N, 22°89′34.38″ E; Thessaloniki, Greece), Northern Aegean Sea, Mediterranean Sea. The identification of the *H. musciformis* was based on the following floral catalogs and studies [20–24], AlgaeBase, available online: https://www.algaebase.org/search/species, assessed on 13/11/2022]. Extract preparation from the red seaweed was performed as described in [25] with modifications. In brief, *H. musciformis* samples were grinded, soaked in 80% methanol solution (1:30 dried weight sample to solvent volume) and elaborated with sonication (UP400S Hielscher sonicator, Teltow, Germany) at 20 cycles and 70% amplitude for 20 min. Afterwards, the solution was left in a shaker incubator (Innova® 40, New Brunswick Scientific; St Albans, UK) at 25 °C and 150 rpm for 48 h. Then, the extract solution was filtered using Whatman filter paper (0.45 μm). The solvent was removed under reduced pressure by a rotary evaporator (IKA, Werke RV-06-ML; Staufen, Germany) at 30 °C and 150 rpm, followed by freeze drying (CoolsafeTM, Scanvac; Allerod, Denmark) for 24 h, to produce the *H. musciformis* extract (HME) in the form of powder.

### Cell culture

Human liver HepG2 cancer cell line was obtained from Dr. Anna-Maria Psarra (University of Thessaly, Larissa, Greece). Human intestinal Ls174 cells were a kind gift of Dr. Pantelis Hatzis (B.S.R.C “Alexander Fleming”, Vari, Greece) and have been described previously [26]. All cells were cultured in normal Dulbecco’s modified Eagle’s medium (DMEM; Gibko, UK), containing 10% (v/v) fetal bovine serum, 2 mM L-glutamine (Gibko, UK), 100 units/ml of penicillin, and 100 units/ml of streptomycin (Gibko, UK) in plastic disposable tissue culture flasks at 37 °C in 5% CO_2_.

### XTT cell proliferation assay

Inhibition of cell proliferation was assessed using the XTT assay kit (Roche, Germany), as described previously [27]. Briefly, 1 × 10^4^ cells were sub-cultured into a 96-well plate in DMEM medium. After 24-h incubation, the cells were treated with different concentrations of HME in serum-free DMEM medium for 24 h. 50 μL of XTT test solution, which was prepared by mixing 50 μL of XTT-labeling reagent with 1 μL of electron coupling reagent, was then added to each well. After 4 h of incubation, absorbance was measured at 450 nm and at 690 nm as a reference wavelength on a Perkin Elmer EnSpire Model 2300 Multilabel microplate reader (Waltham, MA, USA). Cells cultured in DMEM serum-free medium were used as a negative control. Also, the absorbance of each extract‘s concentration alone in DMEM serum-free medium and XTT test solution was tested at 450 nm. The absorbance values shown by the HME alone were subtracted from those derived from cancer cell treatment with extracts. Data were calculated as percentage of inhibition by the following formula:

1 $${\text{Inhibition}}\,\left( \% \right) = \left[ {\left( {{\text{O}}.{\text{D}}._{{{\text{control}}}} {-}{\text{O}}.{\text{D}}._{{{\text{sample}}}} } \right)/{\text{O}}.{\text{D}}._{{{\text{control}}}} } \right] \times 100$$

where O.D._control_ and O.D._sample_ indicated the optical density of the negative control and the tested substances, respectively. The concentration of HME causing 50% cellular proliferation inhibition (IC_50_) of cancer cells was calculated thereafter from the graph plotted percentage inhibition against extract concentration. All experiments were carried out at least on three separate occasions in triplicate.

### Cell culture treatments with HME

For transcriptome and proteome analysis, 3 × 10^5^ cancer cells were incubated without or with the HME at a concentration of 0.78 mg/ml for 24 h. This concentration was selected based on the concentration of IC_50_ of the extract in liver and intestinal cancer cells calculated by the cytotoxicity method XTT assay. The IC_50_ concentration for HME treatment was 0.82 mg/ml in HepG2 cells and 0.75 mg/ml in Ls174 cells. These concentrations were calculated using the XTT method from dose-dependent cell growth inhibition diagrams (see above).

### Assessment of cell apoptosis

The HME-induced cell death type, including both apoptosis and necrosis, was assessed by flow cytometry using the dual staining Annexin V-Phycoerythrin (Annexin V-PE) and 7-Amino-actinomycin D (7-AAD) apoptosis detection kit (BD Pharmingen™, San Diego, CA, USA) according to the manufacturer’s instructions. In brief, HepG2 or Ls174 cells were cultured in 6-well plates (0.3 × 10^6^ cells/well) in DMEM containing 10% FBS for 24 h. Then, cells were treated with 0.78 mg/ml (IC_50_) of HME in DMEM without FBS for 0.5, 1, 2, 4, 8, 16 and 24 h. Afterwards, cells were harvested by 0.25% trypsin and washed twice with cold phosphate buffered saline solution (PBS; pH 7.4), and then they were resuspended in 100 μl of 1 × binding buffer at a concentration of 1 × 10^6^ cells/ml. Cells were stained by adding 5 μl of Annexin V-PE and 5 μl of 7-AAD and incubated for 15 min at RT in the dark. After incubation, 400 μl of 1Χ binding buffer were added to each sample and flow cytometry (FACSCalibur, BD Biosciences, NJ, USA) was performed within 1 h to detect live (Annexin V-PE−/7-AAD−), early apoptotic (Annexin V-PE +/7-AAD−), late apoptotic (Annexin V-PE+/7-AAD +) and necrotic (Annexin V-PE−/7-AAD+) cells. The analysis of the results was made using CellQuest software (BD Biosciences, NJ, USA).

### Assessment of mitochondrial membrane potential

Mitochondrial membrane potential (ΔΨm) was measured by tetramethylrhodamine ethyl ester (TMRE) (MitoStatus TMRE, BD Pharmingen™, San Diego, CA, USA) according to the manufacturer’s instructions. Briefly, HepG2 or Ls174 cells (1 × 10^6^ cells/well in 6-well plates) were treated with 0.78 mg/ml (IC_50_) of HME in DMEM without FBS for 0.5, 1, 2, 4, 8, 16 and 24 h. After culture medium removal, cells were washed with PBS and stained with 100 nM of TMRE dye dissolved in stain buffer (#554,656, BD Pharmingen™, San Diego, CA, USA) for 30 min at 37 °C in the dark. Afterwards, cells were harvested by 0.25% trypsin, washed twice with stain buffer, and finally resuspended in 100 μl of stain buffer at a concentration of 1 × 10^6^ cells/ml. Then, the fluorescence intensity of cells was measured with flow cytometry (FACSCalibur, BD Biosciences, NJ, USA) and analyzed using CellQuest software (BD Biosciences, NJ, USA).

### Total RNA isolation and real-time quantitative PCR

For transcriptome analysis, total nucleic acid (TNA) isolation from the two cell lines (Ls174, HepG2) with (experimental condition) and without (control) addition of HME was performed with Trizol (MRC, #TR-119) according to manufacturer's instructions. Both experimental conditions and controls were performed in biological triplicates. The final TNA precipitates were redissolved at 50 ul ddH20, and their concentration was determined spectrophotometrically (Q3000, Quawell CA, USA, www.quawell.com). After extraction all samples were stored at − 80 °C until NGS library construction. 10 ug of Total Nucleic Acid (TNA) were DNase-treated (#M6101 RQ DNase I Promega) via incubation at 37 °C for 1 h, followed by phenol/chloroform extraction and ethanol precipitation. 1 ug of DNAse-treated RNA was used for first-strand cDNA synthesis (#28,025,013 MMLV reverse transcriptase, Invitrogen) via incubation at 37 °C for 2 h, primed with random hexamers according to manufacturer’s recommendation. RT-qPCR reactions were performed with KAPA SYBRGREEN qPCR mix (Sigma # KR0389_S) as previously described [28]. All primers used for RT-qPCR are shown in Additional file 1: Table S1.

### Chromatin immunoprecipitation (ChIP)

ChIP assay was performed as previously described [26]. In brief, 4 × 10^6^ cells from each cell line with and without HME treatment were used per IP. The chromatin was incubated with 4 μg of anti-p53 (Santa Cruz, #sc-126) or anti-P300 (Santa Cruz, #sc-48343). Immunoprecipitated DNA was de-crosslinked, extracted with phenol/chloroform and precipitated with ethanol prior to RT-qPCR analysis. All primers used for ChIP-qPCR analysis are shown in Additional file 1: Table S2.

### Western blotting (WB)

The total protein of immunoprecipitated chromatin along with input chromatin per cell line and condition was obtained using 2 × SDS lysis buffer (100 mM Tris pH 6.8, 4% SDS, 10% glycerol, 2% 2-Mercaptoethanol) and then separated by SDS-PAGE. The protein was transferred onto nitrocellulose membrane (#NBA085C001EA, Protran nitrocellulose, PerkinElmer) and incubated with primary antibodies overnight after blocking for 1 h at RT in the blocking solution (5% skim milk in TBST). Subsequently, TBST was used to wash membranes four times, adding the secondary antibody at the dilution of 1: 10,000 in TBST to incubate for 1 h. Finally, the ECL chemiluminescence kit (#RPN2109 Amersham) was utilized to visualize proteins after washing four times. The antibodies used were the same as for ChIP.

### 3′ end RNA sequencing

A total of 10 ug of TNA from each sample were sent to the Genomic Analysis Unit of the B.S.R.C “Alexander Fleming” (https://www.fleming.gr/facilities/genomics) for NGS library construction sequencing. The RNA quality and quantity of each sample was estimated with the Bioanalyzer (Agilent Technologies) using the reagents and the Agilent RNA 6000 Nano Kit protocol. Samples with concentrations that exceeded 500 ng/μl were diluted accordingly to an average concentration of 150 ng/μl. Sample preparation and library construction were performed according to the protocol and reagents of the 3′ mRNA-Seq Library Prep Kit for Ion Torrent (QuantSeq-LEXOGEN™ Vienna, Austria https://www.lexogen.com/quantseq-ion-torrent/), following the manufacturer's instructions. Briefly, 300 ng per 5 μl of RNA from each sample were used to perform the first strand synthesis. Any remaining RNA was removed, and 2nd strand synthesis was initiated with a random primer, containing sequences of Ion Torrent-compatible links at the 5′ end. At this point, bar codes were inserted. Second strand synthesis was followed by a cleaning step that is based on magnetic beads and the resulting library was amplified for 13–18 cycles and subjected to a second clean-up. The quality and quantity of each library was then evaluated with the Bioanalyzer using the reagents and the DNA Protocol High Sensitivity Kit (Agilent Technologies). The quantified libraries were assembled in 12plex at a final concentration of 7 pM. The library pool was processed in the Ion Proton One Touch system, in which the libraries were enriched with the Ion PI™ Hi-Q™ OT2 200 kit (ThermoFisher Scientific) and sequenced with the Ion PI™ Hi-Q™ 200 kit (ThermoFisher Scientific) on an Ion proton PI™ V2 chip (ThermoFisher Scientific) according to commercially available protocols [29].

### RNA-seq bioinformatic and statistical analysis

The raw sequencing data (FASTQ files) were subjected to a quality control using the FASTQC package (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and subsequently were aligned against the human genome (hg19 assembly) using Hisat2 (http://daehwankimlab.github.io/hisat2/) with default settings, using Illumina iGenomes (http://cufflinks.cbcb.umd.edu/igenomes.html). The resulting BAM files were statistically analyzed using the Bioconductor package MetaseqR2 [30]. Genes showing a binomial test *p*-value of less than 0.05 and a deviation range (for each contrast) greater than 0.58 or less than − 0.58 on the log2 scale (corresponding to 1.5 times up or down, respectively) were considered as being differentially expressed. Volcano and Deregulogram analyses were visualized using the ggplot2 package (https://ggplot2.tidyverse.org/) in R. Venn analyses were performed with the Venny program (https://bioinfogp.cnb.csic.es/tools/venny/). Gene Ontology analyses for the differentially expressed genes were performed with Gencodis (https://genecodis.genyo.es/) [31] and visualized with ggplot2 in R. Network analysis was performed in STRING (https://string-db.org/) with default parameters. Statistical analysis of gene overlaps was performed by hypergeometric control tests in R.

### Protein isolation

For the proteome analysis, total protein isolation was performed for both cell lines as described above for the transcriptome analysis. In brief, cells were trypsinized, centrifuged at 1000 rpm for 3 min at 4 °C and the cell pellet was resuspended at 40 ul of lysis buffer (4% SDS, 0.1 M DTT, 0.1 M Tris pH 7.4). Total protein concentration was determined spectrophotometrically (Q3000, Quawell CA, USA, www.quawell.com). After isolation all samples were stored at − 80 °C until LC–MS/MS analysis.

### Bottom-up proteomic sample preparation using the Sp3 mediated protein digestion protocol

The lysed samples were processed according to the sensitive Sp3 protocol [32]. The cysteine residues were reduced in 100 mM DTT and alkylated in 200 mM iodoacetamide (Acros Organics). 20 ug of beads (1:1 mixture of hydrophilic and hydrophobic SeraMag carboxylate-modified beads, GE Life Sciences) were added to each sample in 50% ethanol. Protein clean-up was performed on a magnetic rack. The beads were washed two times with 80% ethanol and once with 100% acetonitrile (Fisher Chemical). The captured on-beads proteins were digested overnight at 37 °C under vigorous shaking (1200 rpm, Eppendorf Thermomixer) with 0.5 ug Trypsin/LysC (MS grade, Promega) prepared in 25 mM ammonium bicarbonate. Next day, the supernatants were collected, and the peptides were purified using a modified Sp3 clean up protocol and finally solubilized in the mobile phase A (0.1% Formic acid in water), sonicated and the peptide concentration was determined through absorbance at 280-nm measurement using a nanodrop instrument.

### LC–MS/MS analysis

Samples were run on a liquid chromatography tandem mass spectrometry (LC–MS/MS) setup consisting of a Dionex Ultimate 3000 nano RSLC online with a Thermo Q Exactive HF-X Orbitrap mass spectrometer. Peptidic samples were directly injected and separated on an 25-cm-long analytical C18 column (PepSep, 1.9μm3 beads, 75 µm ID) using an one-hour long run, starting with a gradient of 7% Buffer B (0.1% Formic acid in 80% Acetonitrile) to 35% for 40 min and followed by an increase to 45% in 5 min and a second increase to 99% in 0.5 min and then kept constant for equilibration for 14.5 min. A full MS was acquired in profile mode using a Q Exactive HF-X Hybrid Quadropole-Orbitrap mass spectrometer, operating in the scan range of 375–1400 m/z using 120 K resolving power with an AGC of 3 × 106 and max IT of 60 ms followed by data independent analysis using 8 Th windows (39 loop counts) with 15 K resolving power with an AGC of 3 × 105 and max IT of 22 ms and a normalized collision energy (NCE) of 26.

### Data analysis

Orbitrap raw data was analyzed in DIA-NN 1.8 (Data-Independent Acquisition by Neural Networks, [33]) through searching against the reviewed Human Uniprot database (retrieved 4/21) in the library free mode of the software, allowing up to two tryptic missed cleavages. A spectral library was created from the DIA runs and used to reanalyze them. DIA-NN default settings have been used with oxidation of methionine residues and acetylation of the protein N-termini set as variable modifications and carbamidomethylation of cysteine residues as fixed modification. N-terminal methionine excision was also enabled. The match between runs (MBR) feature was used for all analyses and the output (precursor) was filtered at 0.01 FDR and finally the protein inference was performed on the level of genes using only proteotypic peptides. The proteomics data were processed in Perseus 1.6.15.0 [34]. Values were log(2) transformed, a threshold of 70% of valid values in at least one group was applied and the missing values were replaced from normal distribution. The generated results were processed statistically in the Perseus software (1.6.15.0, [34]) with Student’s t-test and permutation-based FDR calculation and visualized in R with ggplot2.

### Statistical analyses

All experiments were repeated at least three times and the experimental data were expressed as the mean ± SD. One-way ANOVA was performed with SigmaPlot to compare differences between groups. *p < 0.05 indicates statistical significance at significant level 0.05.

## Results

### HME inhibits liver and intestinal cancer cell proliferation

The ability of HME to inhibit proliferation of Ls174 intestinal and HepG2 liver cancer cells was examined after treatment for 24 h with increasing extract concentrations using the XTT assay (Fig. 1; Additional file 1: Table S3). The results showed that HME treatment significantly inhibited both Ls174 (Fig. 1A) and HepG2 (Fig. 1B) cell proliferation in a dose-dependent manner. The HME’s concentration, in which cell growth was inhibited by 50%, was calculated at 0.75 and 0.82 mg/ml for Ls174 and HepG2 cells, respectively. Importantly, although the IC_50_ for Ls174 cells is slightly lower compared to the HepG2 cells, the latter exhibit a sharp reduction of cell viability even at low HME concentrations compared to the Ls174 counterpart, overall supporting a stronger cytotoxic response of the extract in liver cancer cells.

**Fig. 1:**
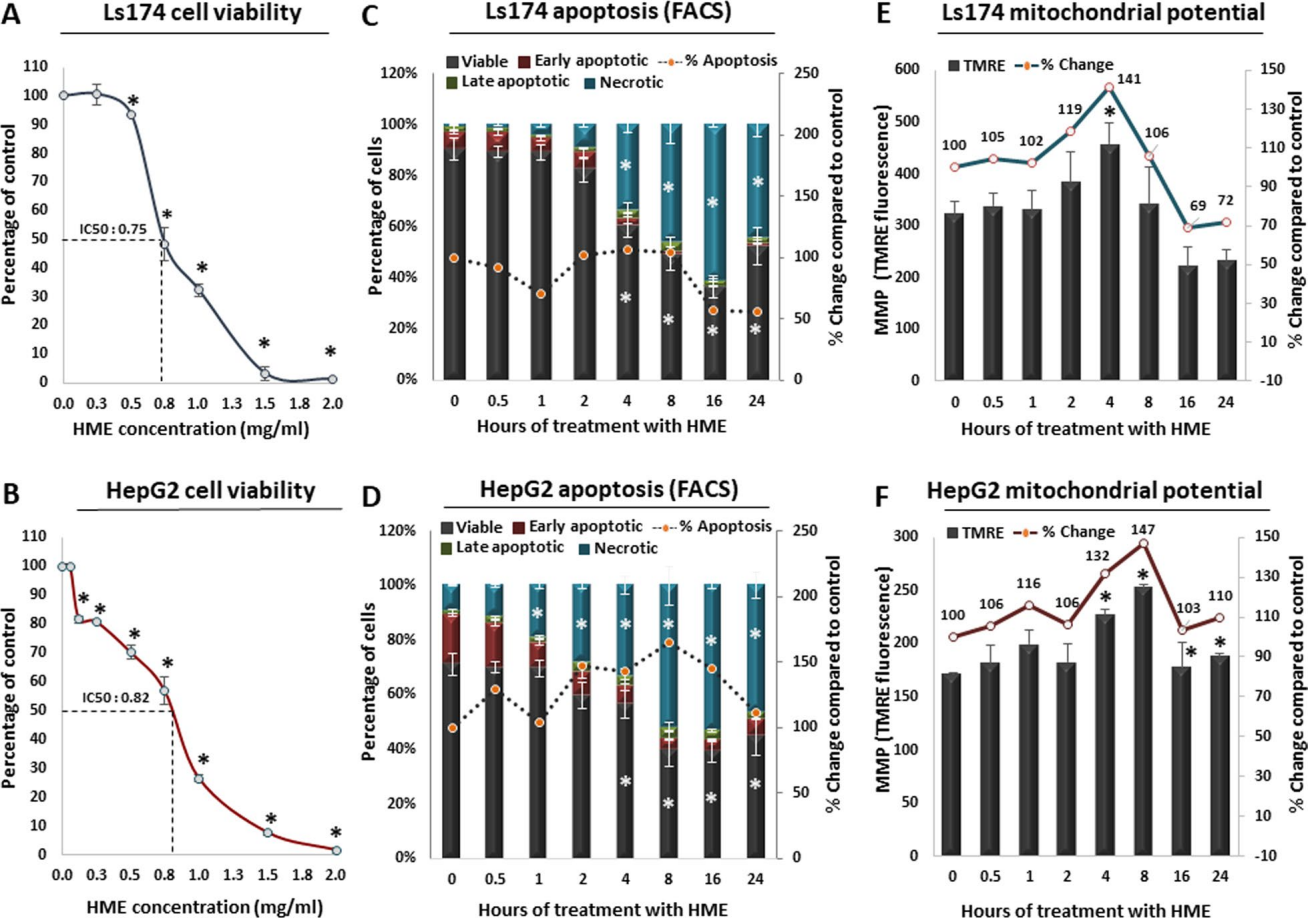
Cytotoxicity and cell death measurements after *Hypnea musciformis* extract (HME) treatment. Dose-dependent inhibition of HME against **A** Ls174 intestinal and **B** HepG2 liver cancer cell proliferation. IC_50_ values are indicated for each cell line. Cytotoxicity was evaluated using XTT assay. Each point represents mean value ± SD. **C** Flow cytometry analysis of Ls174 cells stained with Annexin V-PE and 7-AAD, highlighting the percentage of viable, early and late apoptotic and necrotic cells after treatment with HME for 0.5, 1, 2 4, 8, 16 and 24 h, respectively. Each bar represents mean value ± SD. Dashed line demonstrates the change of apoptotic cells as percentage compared to the untreated control. **D** Same as in **C** but for HepG2 cells. **E** Effect of HME on mitochondrial membrane potential (MMP) in Ls174 cells. Each bar represents mean value ± SD. Line demonstrates the change of MMP as percentage compared to the untreated control. **F** Same as in **E** but for HepG2 cells. Asterisk marks statistical significance (*p* < 0.05) in all panels

### Effect of HME on cancer cell apoptosis and necrosis

To determine whether treatment of cancer cells with HME triggers a more general anti-tumoral response apart from the observed cytotoxic effects, the percentage of apoptotic cells were assessed with Annexin V-Phycoerythrin (Annexin V-PE) and 7-Amino-Actinomycin (7-AAD) double staining (Fig. 1; Additional file 2: Fig. S1; Additional file 1: Table S3) and subsequently coupled to flow cytometry following treatment with HME for 0.5, 1, 2, 4, 8, 16 and 24 h. The results showed that the viability of Ls174 cells was significantly reduced to 60.7, 48.8, 36.5 and 52.5% after 4, 8, 16 and 24 h treatment, respectively (Fig. 1C; Additional file 2: Fig. S1A; Additional file 1: Table S3). In parallel, a significant increase in Ls174 late apoptotic cells was observed after 8, 16 and 24 h of HME treatment compared to control (Fig. 1C; Additional file 2: Fig. S1A; Additional file 1: Table S3). Importantly, the percentage of Ls174 necrotic cells was significantly increased by 32.3, 44.4, 59.8 and 43.5 after 4, 8, 16 and 24 h treatment, respectively, compared to control (Fig. 1C; Additional file 2: Fig. S1A; Additional file 1: Table S3).

HME treatment of HepG2 cells significantly decreased the percentage of viable cells to 56.6%, 40.2%, 39.4% and 45.2% after 4, 8, 16 and 24 h treatment, respectively (Fig. 1D; Additional file 2: Fig. S1B; Additional file 1: Table S3). In addition, the percentage of HepG2 late apoptotic cells was significantly increased by 2.5-fold after only 2-h treatment with HME compared to control and continued with the same average fold change between 4 and 24 h (Fig. 1D; Additional file 2: Fig. S1B; Additional file 1: Table S3). Consequently, HME treatment rapidly and significantly increased the percentage of HepG2 necrotic cells by 18.9%, 23.9%, 42.5%, 43.6% and 36.8%, after 2, 4, 8, 16 and 24 h treatment, respectively, compared to control (Fig. 1D; Additional file 2: Fig. S1B; Additional file 1: Table S3). In conclusion, according to these results, HME treatment triggers an apoptotic response both to Ls174 and HepG2 cancer cells; however, the kinetics of this effect are faster in HepG2, resulting into an overall stronger cumulative impact on liver cancer cell survival.

### Effect of HME on mitochondrial membrane potential (MMP) in intestinal and liver cancer cells

Next, we measured the potential of the mitochondrial membrane to address whether the observed effects of HME treatment on cancer cell survival can be explained in part through impairment of mitochondrial function. According to these results, treatment of Ls174 cells with HME caused a significant hyperpolarization by 41% after 4 h treatment compared to control, followed by a statistically significant sharp decrease of MMP by 31% and 28%, after 16 and 24 h, respectively, compared to control (Fig. 1E; Additional file 2: Fig. S1C; Additional file 1: Table S3).

In HepG2 cells, HME caused a significant increase of 32% and 47% in MMP after treatment for both 4 and 8 h, respectively, compared to control (Fig. 1F; Additional file 2: Fig. S1D; Additional file 1: Table S3). However, unlike Ls174 cells we did not observe a decline of MMP in these cells at any time point compared to control. To conclude, based on the MMP results, HME treatment significantly impairs mitochondrial function both in colon and liver cancer cells.

### Transcriptome analysis of cancer cells treated with HME

We subsequently subjected both HME treated and untreated HepG2 and Ls174 cells into transcriptome and proteome analysis with the aim of dissecting the observed phenotype at the molecular level. 

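HepG2 cells, which derive from a human liver cancer, and Ls174 cells, which derive from a human colon cancer, were incubated for 24 h with HME or without it, and RNA from 3 biological replicates of each condition was sequenced, giving 12 libraries. The paper's methods give the concentration of HME as 0.78 mg/ml, and the sample labels give 0.7 mg/ml. The libraries were prepared with a 3′ mRNA kit, in which reads come from the end of each polyadenylated transcript next to its poly(A) tail, so that the count of a gene does not grow with the length of its transcript. The authors aligned the reads to the human genome assembly hg19 (GRCh37) with Hisat2 and counted them per 3′ region with metaseqR2, and the deposited tables hold these counts as whole numbers without normalization. Each table lists 144910 regions with a median width of 197 nt, and the counts of all regions of a gene were summed here for each of 57736 genes, of which 27326 had a count in at least 1 library. Some regions are listed under several genes with the same coordinates (717 regions), so that the same reads are counted for each of them. The total counts of replicates 1, 2 and 3 were 3656662, 1874122 and 2442355 in HepG2 control cells (median 2442355) and 2784145, 3522717 and 1790841 in HME-treated HepG2 cells (median 2784145). In Ls174 cells they were 1977996, 2869525 and 3464540 without HME (median 2869525) and 2635179, 2666173 and 2801449 with HME (median 2666173). The 100 genes with the largest counts took between 26.7% and 35.9% of the counts of a library. A group of libraries with no more than 3 counts of a gene was treated as being at the floor of the measurement, which corresponds, in the library of the group where it is highest, to 1.84 normalized counts (CPM) in HepG2 control cells and 1.69 in HME-treated HepG2 cells, and folds against such a group are given as lower bounds. These floors cover counting error only, since the reads carry no molecular identifiers. Replicates of the same condition differed by more than sampling noise, with a chi-square per degree of freedom between 4.86 and 61.6 over the pairs of replicates.

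Within each cell line, the 3 HME libraries were compared with the 3 control libraries by edgeR's quasi-likelihood test after TMM normalization, for the genes that passed edgeR's filter on low counts. Following the paper's methods, a gene was called differentially expressed (DE) at an unadjusted p value under 0.05 and a log2 fold change beyond 0.58 in either direction. The calls after Benjamini-Hochberg adjustment over all tested genes are given beside them. The paper's methods name a binomial test, which was run here only as an alternative on counts summed over the replicates, since in that form it has no term for the spread between biological replicates. All log2 fold changes are HME-treated against control, expression values are TMM-normalized CPM given as mean ± SD of 3 replicates, and adjusted p values come from edgeR unless another test is named.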

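Libraries were compared by the Euclidean distance between their log2 CPM, computed with a prior count of 2 over the 500 most variable genes of each cell line. In HepG2 cells, the mean distance between an HME library and a control library was 1.67 times the mean distance between libraries of the same condition. No other division of the 6 libraries into groups of 3 gave a ratio as large (exact permutation test, one-sided, p = 0.1). In Ls174 cells the ratio was 1.15, again the largest of the 10 divisions and with the same p value. With 3 libraries per group, 0.1 is the smallest p value that this test can give. The alternative that moved the HepG2 ratio most used all tested genes in place of the 500 most variable ones and gave 1.32.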

Based on the transcriptome results, incubation with the seaweed extract led to profound changes of gene expression, effectively separating treated from untreated cells as observed in the MDS plot (Fig. 2A). Although one of the control biological replicates deviated from the rest in both cell lines, the separation of treated versus untreated cells was more observable in the HepG2 liver cancer cell line compared to the Ls174 colon cancer cells (Fig. 2A). 

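The control library that lay apart was replicate 2 in HepG2 cells and replicate 1 in Ls174 cells. In HepG2 cells, control 2 was at a distance of 47.7 from control 1 and 48.5 from control 3, while controls 1 and 3 were 23.9 apart. In Ls174 cells, control 1 was at a distance of 74.4 from control 2 and 76.9 from control 3, while controls 2 and 3 were 16.9 apart. The distance between an HME library and a control library in HepG2 cells was 61.7 ± 11.7 (SD, 9 pairs), against 40.0 ± 14.0 between controls and 33.9 ± 8.17 between HME libraries (SD, 3 pairs each). In Ls174 cells it was 43.5 ± 27.4 (SD, 9 pairs), against 56.1 ± 34.0 between controls and 19.6 ± 1.22 between HME libraries (SD, 3 pairs each), so that the controls differed more from each other than from the HME libraries on average. Without the control library that lay apart, the ratio of the distances between and within conditions was 1.68 in HepG2 cells and 1.45 in Ls174 cells. When Ls174 HME replicate 1, 2 or 3 was left out in turn, the Ls174 ratio fell under 1, to 0.931, 0.903 and 0.933 (exact permutation test, one-sided, p = 0.5 for each). Leaving out any HME library makes the groups unequal, and pairs with control 1 then weigh more among the distances within conditions. Divisions with control 1 in the smaller group give larger ratios for the same reason. These fits therefore cannot show whether the separation depends on single HME libraries. Whether the ratio differs between the cell lines was not tested.

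**Figure D1:**
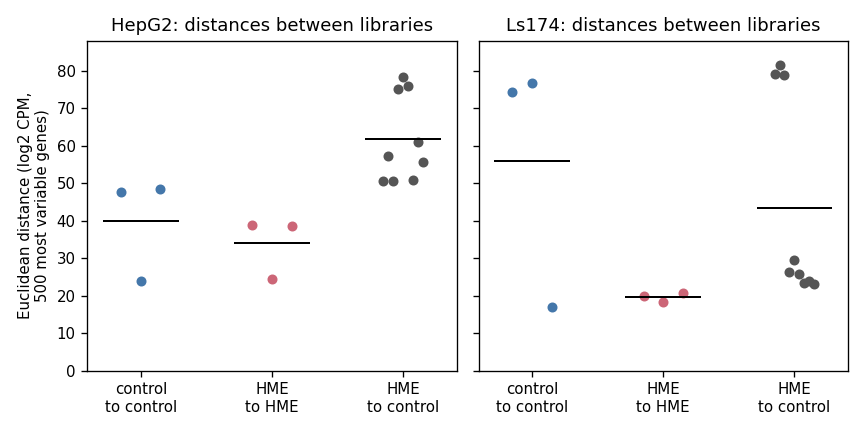
Euclidean distances between pairs of libraries (log2 CPM of the 500 most variable genes) in HepG2 and Ls174 cells, with a point for each pair of libraries and a line at the mean of each kind of pair. In Ls174 cells, every pair that contains control 1 lies between 74.4 and 81.6, and every other pair lies between 16.9 and 29.4.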

We did not observe any expression bias for a specific transcript biotype or chromosome, suggesting that the seaweed extract affects gene expression from all annotated classes of human transcripts across the genome (data not shown).

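The share of DE genes on each of 24 chromosomes and in each of the 14 transcript biotypes with a tested gene was compared with the share among all other tested genes by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over the chromosomes or biotypes of each cell line. At the paper's thresholds, 0 chromosomes had an adjusted p value under 0.05 in either cell line, while 4 chromosomes in HepG2 cells and 0 in Ls174 cells had an unadjusted p value under 0.05. The lowest adjusted p value was 0.142, for chromosome X in HepG2 cells, where 60 of 367 tested genes were DE (odds ratio 0.678). Among the biotypes, small nuclear RNA (snRNA) genes were over-represented in HepG2 cells, with 27 of 34 tested genes DE and all 27 higher with HME (odds ratio 13.7, adjusted p = 1.41e-11). All counts of these 34 genes lie in regions that start past the annotated end of the gene. Fisher's test counts genes as independent, while several of the 34 are related RNU1 and RNVU1 genes whose counts rose in parallel. How reads with several alignments were treated is not stated, so the p value may be too small. Pseudogenes were under-represented in HepG2 cells, with 79 of 762 genes DE (odds ratio 0.386, adjusted p = 2.9e-17), and in Ls174 cells, with 57 of 775 genes DE (odds ratio 0.566, adjusted p = 0.000284). Protein-coding genes were over-represented in HepG2 cells, with 2274 of 10033 genes DE (odds ratio 1.29, adjusted p = 0.00319). In Ls174 cells, 4 of 6 genes of the 3′ overlapping non-coding class were DE, all 4 lower with HME (odds ratio 14.8, adjusted p = 0.0175), and 3 of 7 snRNA genes were DE (odds ratio 5.53, adjusted p = 0.144). Calling genes by an adjusted p value under 0.05 moved the number of chromosomes with a bias from 0 to 1, which was chromosome 1 in HepG2 cells (59 of 1160 genes, odds ratio 1.67, adjusted p = 0.0165). Without the snRNA genes, 13 of which lie on chromosome 1, its odds ratio was 1.38 (47 of 1147 genes, adjusted p = 0.395). With the same calls by adjusted p value, snRNA genes and pseudogenes in HepG2 cells and pseudogenes in Ls174 cells stayed on the same side and protein-coding genes in Ls174 cells became over-represented (129 of 10019 genes, odds ratio 3.38, adjusted p = 0.017, against 0.0746 at the paper's thresholds), while protein-coding genes in HepG2 cells had an odds ratio of 0.908 and 0 of the 6 genes of the 3′ overlapping class in Ls174 cells were called, so these biotype results depend on the calls.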

**Fig. 2:**
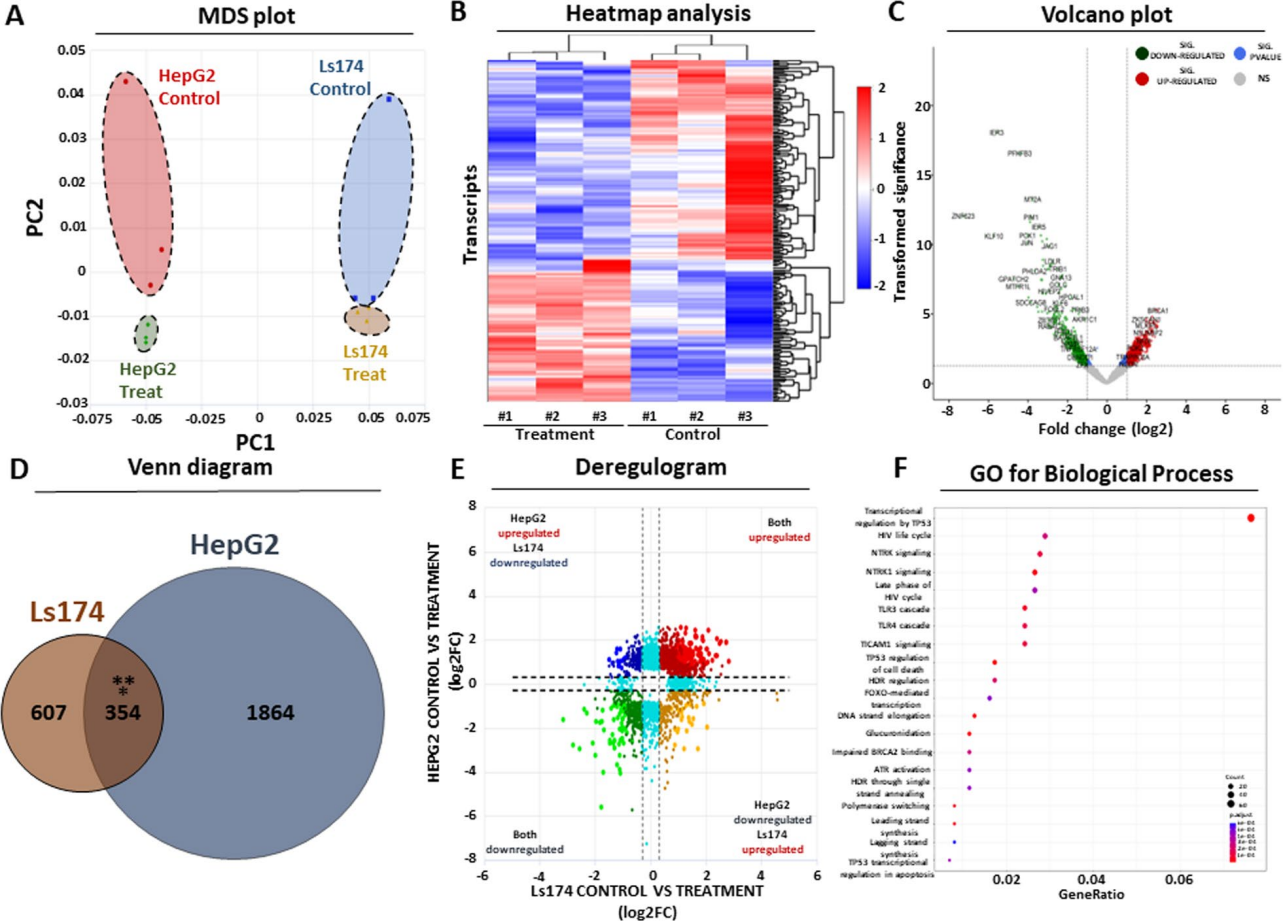
Transcriptome analysis following HME treatment. **A** MDS plot analysis highlighting the two primary sources of transcriptional variability in HepG2 and Ls174 cells following seaweed extract treatment. Each dot corresponds to a separate biological replicate. PC: principal component. **B** Heatmap analysis summarizing the transcriptional changes in HepG2 cells with and without treatment. Gene expression was log2 transformed and shown as normalized z-score. **C** Volcano plot analysis demonstrating the statistically significant differentially expressed (DE) genes following treatment of HepG2 cells with seaweed extract. *Y*-axis represents *p*-value after − log10 transformation, *x*-axis corresponds to log2 transformed fold change. **D** Venn diagram showing the integration of HepG2 and Ls174 statistically significant DE genes in response to seaweed treatment. Asterisks mark statistical significance based on a hypergeometric test. **E** Deregulogram analysis highlighting the unidirectional expression changes of the commonly affected transcripts in Ls174 and HepG2. Both axes correspond to log2 fold change of treated vs untreated cells. **F** Dot plot summarizing gene ontology results of biological function for the statistically significant DE genes. Dot size corresponds to number of DE genes and colour corresponds to statistical significance for each cellular function

Next, we focused on detecting the differentially expressed transcripts between treated and untreated cells for both cell lines. Heatmap analysis effectively separated treated from untreated HepG2 (Fig. 2B) or Ls174 (Additional file 3: Fig. S2A) cells, confirming the observed impact of the seaweed extract on gene expression of both cancer cell lines (Fig. 2A). 

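The paper does not say which genes its heatmaps show. The separation of treated from untreated cells was therefore counted over the DE genes and over all tested genes. Among the genes DE at the paper's thresholds, 2266 in HepG2 cells and 1248 in Ls174 cells had 3 HME values that were all above or all below the 3 control values. Over all tested genes, the groups did not overlap for 3497 genes in HepG2 cells (30.8%) and 2702 genes in Ls174 cells (23.9%), where chance gives 10%. Across all tested genes, the Pearson correlation of log2 CPM between HepG2 libraries was 0.932 to 0.943 among HME libraries, 0.829 to 0.948 among controls and 0.738 to 0.893 between conditions. In Ls174 cells the corresponding correlations were 0.960 to 0.972, 0.830 to 0.974 and 0.801 to 0.949. These are correlations across genes, which are not independent replicates, and in both cell lines the lowest values belong to pairs with the control library that deviated from the rest.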

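Of 11343 genes tested in HepG2 cells, 2517 (22.2%) passed an unadjusted p value under 0.05 and a log2 fold change beyond 0.58, which is 9.21% of the genes with a count in any library. The alternative that moved this number most was the binomial test on summed counts, with 4536 genes, followed by testing all 24458 genes with a count in HepG2 cells, with 3838. DESeq2 gave 2584 genes, of which 2385 were also among the 2517, and edgeR's exact test gave 2696. When 1 library was left out in turn, the number lay between 1735 (without HME 3) and 2874 (without control 2).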

Volcano plot analysis revealed 2,218 statistically significant differentially expressed (DE) genes in HepG2 cells (Fig. 2C), out of a total number of 27,326 annotated genes that remained after filtering of low/no expressed genes (DE percentage: 8.11%). These DE genes were further subdivided into 1,360 statistically significant upregulated (treated vs untreated fold change ≥ 0.5 and *p* value < 0.05) and 858 significantly downregulated genes (treated vs untreated fold change ≤  − 0.5 and *p* value < 0.05), corresponding to 61.3% and 38.7% of the total DE gene for this cell line, respectively. 

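At the paper's thresholds, 1282 of the HepG2 DE genes (50.9%) had higher and 1235 (49.1%) had lower expression after HME treatment, and fold change limits of 0.5 and 0.58 on the log2 scale selected the same genes. The balance between the directions moved with the normalization, since scaling by library size alone shifted the median log2 fold change of all tested genes from −0.04 to −0.20 and gave 861 higher genes (33.2%), and upper-quartile scaling shifted it to −0.11 and gave 1105 (42.7%). It moved both ways when single libraries were left out, to 58.3% higher genes without control 2, 57.5%, 55.0% and 57.6% without HME 1, 2 and 3, and 45.7% without control 3. By fitted fold change, the largest increases among genes with an adjusted p value under 0.05 and non-overlapping groups were those of FOS, EMP1, ARC, HK1 and HIST1H4B, an order that depends on the prior count since their controls had at most 3 counts. Measured against controls with counts, the list gene IER3 rose further than the lower bounds of these genes, from 66.2 ± 11.8 to 3223 ± 331 CPM. FOS (ENSG00000170345), counted mainly in its 3′ UTR on chromosome 14 (75748128 to 75749130), had 0 counts in every control library and 17.3 ± 2.51 CPM with HME, at least 9.45-fold higher (adjusted p = 0.00249). EMP1 was at least 6.09-fold higher, ARC at least 4.12-fold and HIST1H4B at least 2.75-fold, each from 0 counts in every control library. HK1 rose from at most 3 counts to 71.1 ± 107 CPM, a mean that rests on HME 2 with 595 counts against 30 in HME 1 and 13 in HME 3, and its adjusted p value of 0.0413 reached 0.094 when 1 library was left out. By fitted fold change, the largest decreases were those of PSTPIP1 (at least 4.38-fold lower), AC104809.4 (at least 4.58-fold lower), NFE2, EPO and SLC22A7. NFE2 had a log2 fold change of −3.86 (SE 0.69, adjusted p = 0.018), EPO of −3.38 (SE 0.77, adjusted p = 0.0468) and SLC22A7 of −3.33 (SE 0.69, adjusted p = 0.0328). When 1 library was left out in turn, the adjusted p value stayed under 0.05 for FOS (at most 0.0177) and EMP1 (at most 0.0326), and reached values between 0.0719 and 0.147 for the other 8 genes.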

In Ls174 cells, we detected 961 DE genes, corresponding to 3.51% of total annotated genes after filtering (Additional file 3: Fig. S2B). Out of them, 717 were statistically significantly upregulated (treated vs untreated fold change ≥ 0.5 and *p* value < 0.05) while 244 were statistically significantly downregulated (treated vs untreated fold change ≤  − 0.5 and *p* value < 0.05), corresponding to 74.6% and 25.4% of all DE genes for this cell line, respectively. 

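In Ls174 cells, 1353 of 11319 tested genes (12.0%) passed the same thresholds, which is 4.95% of the genes with a count, and 1534 genes passed the limit on the p value alone. The binomial test on summed counts gave 2601 genes, testing all 22568 genes with a count in Ls174 cells gave 2356, and DESeq2 gave 1381. The number depended on single libraries, with 838 genes without HME 2, 885 without HME 3 and 1824 without control 1.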

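Of the Ls174 DE genes, 465 (34.4%) had higher and 888 (65.6%) had lower expression after HME treatment. At these thresholds, more genes fell than rose under every alternative for the test, normalization, filter, fold limit and left-out library, with a share of higher genes between 24.9% (library size only) and 41.0% (without control 1). Ranked by fitted fold change, the largest increases among genes with an adjusted p value under 0.05 and non-overlapping groups were those of CCL20, TERC, CXCL1, AKR1C2 and CXCL2. CCL20 (ENSG00000115009, 3′ UTR on chromosome 2, 228681800 to 228682469) rose from 0.756 ± 1.03 to 129 ± 23.9 CPM, a log2 fold change of 7.07 (SE 0.54, adjusted p = 0.0064). TERC rose at least 7.61-fold from at most 3 counts, CXCL1 had a log2 fold change of 4.93 (SE 0.50, adjusted p = 0.0127), AKR1C2 of 3.12 (SE 0.41, adjusted p = 0.0255) and CXCL2 of 3.05 (SE 0.33, adjusted p = 0.0134). Ranked likewise, the largest decreases were those of CELSR2 (log2 fold change −4.17, SE 0.67, adjusted p = 0.0348), AC008865.1 (at least 10.3-fold lower), snoU13 (−2.80), AGRN (−2.71) and RP11-54O7.14. RP11-54O7.14 is counted in a region that ends with that of AGRN on chromosome 1 at 991693, so the reads of these genes are the same and count as 1 decrease. For these 10 genes, the highest adjusted p value over the fits that left out 1 library lay between 0.141 and 0.314.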

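After Benjamini-Hochberg adjustment over all tested genes, 375 genes in HepG2 cells (314 higher and 61 lower with HME) and 134 genes in Ls174 cells (36 higher and 98 lower) had an adjusted p value under 0.05. The HME and control values did not overlap for any of these genes. The share of higher genes among the HepG2 calls, 83.7%, was 60.3% with DESeq2 and with scaling by library size alone (245 higher and 161 lower), and 98.9% without HME 3 (94 higher and 1 lower), so it depends on these choices. The numbers moved most with the binomial test on summed counts, to 7145 and 5530 genes. With DESeq2 they were 1033 in HepG2 cells, including 373 of the 375, and 438 in Ls174 cells, including 133 of the 134. When 1 library was left out, the HepG2 number lay between 95 (without HME 3) and 921 (without control 2). In Ls174 cells, it was 0 without HME 1, 2 or 3, when 1175, 854 and 888 genes had an unadjusted p value under 0.05, 2 without control 2, 10 without control 3 and 979 without control 1.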

In conclusion, a strong transcriptional response is observed both in the HepG2 and the Ls174 cells after HME treatment.

### Detection of mutually affected DE transcripts

Having detected hundreds of DE genes in response to seaweed extract treatment in both cancer cell lines, we next entertained the possibility of shared transcriptional responses between the two cell types. 

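Of 9871 genes tested in both cell lines, 2035 were DE in HepG2 cells and 1155 in Ls174 cells at the paper's thresholds, and 356 were DE in both, which is 12.6% of all genes DE in either line. The number expected by chance is 238 (one-sided Fisher's exact test, odds ratio 1.87, p = 1.57e-18, with genes counted as independent). With genes called by an adjusted p value under 0.05, the alternative that moved it most, the overlap was 18 genes against 2.85 expected (odds ratio 7.87, p = 3.46e-10 from the same exact test). When 1 library was left out, the overlap lay between 231 genes (without HepG2 HME 3, which also left fewer DE genes, with 151 expected) and 430 genes (without Ls174 control 3, with 302 expected).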

Venn diagram analysis revealed a small yet statistically significant overlap of 354 DE genes (11% of total DE genes for both cell lines) that were common between HepG2 and Ls174 cells (Fig. 2D). To determine whether these commonly affected transcripts also change their expression in a unidirectional manner, we visualized the RNA-seq data in the form of a deregulogram that detects patterns of significant DE genes between two comparisons (Fig. 2E). 

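Of the genes DE in both cell lines, 294 (82.6%, exact Clopper-Pearson 95% interval 78.2% to 86.4%) changed in the same direction, 136 with higher and 158 with lower expression after HME treatment. A further 44 genes rose in HepG2 cells and fell in Ls174 cells, and 18 did the reverse. The share in the same direction was 72.5% without Ls174 control 1, the lowest value when 1 library was left out. The 95% interval counts genes as independent. Divisions of the HepG2 libraries were also paired with divisions of the Ls174 libraries. In 356 genes, 43 of 100 such pairs gave a share as far from 50%, so the share is weak evidence. Across all genes tested in both lines, the log2 fold changes had a Pearson correlation of 0.28, and across the genes DE in both of 0.67, where genes are not independent replicates. A gene that passes the thresholds in only 1 cell line is not thereby shown to respond differently, so the difference between the responses was tested by the interaction of cell line and treatment in a fit of all 12 libraries. Of 13040 genes, 84 had an adjusted p value under 0.05 for this interaction and 1718 had an unadjusted p value under 0.05. DESeq2 gave 397 genes, and leaving out 1 library gave between 17 (without Ls174 HME 3) and 143 (without Ls174 control 1).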

According to these results, HepG2 and Ls174 cells share a small number of unidirectionally affected DE genes; however, most transcriptional perturbations in both cell types are expressed in the form of unique transcriptional responses to HME treatment.

### Gene ontology analysis of differentially expressed genes

To link the observed transcriptional changes of HepG2 and Ls174 cells to biological processes, we independently subjected the detected DE transcripts of each cell line to a gene ontology (GO) analysis, with the aim of detecting biological functions that are significantly enriched in response to the observed transcriptional responses for each cell line. GO analysis of the DE transcripts in the HepG2 background revealed a strong transcriptional footprint of p53-mediated regulation (Fig. 2F). 

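The GO enrichment was not repeated here, and a list of 50 known target genes of p53, written from general knowledge, was tested as a set instead. In HepG2 cells, 46 of them could be tested, of which 29 rose and 17 fell, with a median log2 fold change of 0.50 (quartiles −0.27 and 1.29). The list was shifted towards higher expression by camera with a preset correlation of 0.01 between genes (adjusted p = 2.81e-05 over 10 lists). The shift held under fry and under camera with an estimated correlation, and over the alternatives that each changed 1 choice the adjusted p value lay between 3.94e-06 (without control 2) and 0.0243 (estimated correlation). With an estimated correlation and without control 2 together it was 0.0443. At the paper's thresholds, 23 genes of the list were DE, 17 of them higher (one-sided Fisher's exact test, odds ratio 3.53, p = 3.07e-05). An adjusted p value under 0.05 over all tested genes was reached by 8 genes, and by 18 when adjusted over the list alone. In Ls174 cells, 19 of 43 tested genes rose and 24 fell, with a median log2 fold change of −0.03 and an adjusted p value of 0.606 from camera (0.291 to 0.758 over the alternatives). MDM2 had a log2 fold change of 0.41 (SE 0.29, adjusted p = 0.434) in HepG2 cells.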

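The 5 genes of Fig. 4A, NFKBIA, BBC3, GADD45A, VEGFA and CDKN1A, which the paper calls known p53 targets, were counted almost entirely in their 3′ UTRs. Only 3 of the 5 are on the list of p53 targets tested here. BBC3 (ENSG00000105327, chromosome 19, 47723884 to 47725058), which encodes a protein that promotes apoptosis, rose in HepG2 cells from 19.7 ± 16.1 to 164 ± 142 CPM, a log2 fold change of 3.04 (SE 0.72, adjusted p = 0.054). Its expression was highest in HME 1, without which the log2 fold change was 2.06. CDKN1A (ENSG00000124762, chromosome 6, 36653578 to 36655313) rose from 241 ± 129 to 862 ± 176 CPM (log2 fold change 1.84, SE 0.45, adjusted p = 0.059). GADD45A (ENSG00000116717, chromosome 1, 68153458 to 68154218) rose from 18.7 ± 13.1 to 121.0 ± 11.5 CPM (log2 fold change 2.65, SE 0.57, adjusted p = 0.0358). NFKBIA rose from 160.2 ± 82.0 to 959 ± 32.7 CPM (log2 fold change 2.58, SE 0.45, adjusted p = 0.0165), and VEGFA from 28.4 ± 16.9 to 112 ± 15.7 CPM (log2 fold change 1.95, SE 0.44, adjusted p = 0.0453). The adjusted p values of these genes depended on single libraries, since in the 6 fits that each left out 1 library it was under 0.05 in 2 for NFKBIA, BBC3 and VEGFA and in 1 for GADD45A and CDKN1A. Of the other genes of cell death on the list, FAS had a log2 fold change of 0.42 (SE 0.46, adjusted p = 0.618) and BAX of −1.41 (SE 0.70, adjusted p = 0.265). BAX went from 111 ± 127 to 41.7 ± 5.87 CPM. Its control mean rests mainly on control 2, the smallest control library, with 422 counts against 176 in control 1 and 92 in control 3.

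**Figure D2:**
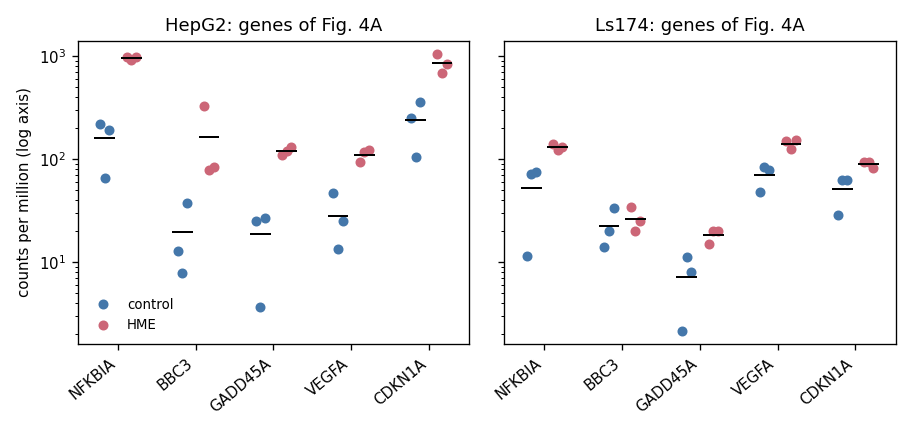
TMM-normalized CPM on a log axis of NFKBIA, BBC3, GADD45A, VEGFA and CDKN1A in HepG2 and Ls174 cells, with a point for each of the 3 control and 3 HME libraries and a line at the mean. In HepG2 cells the mean of CDKN1A is 241 without HME and 862 with HME.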

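Among genes of the DNA damage response and of replication, BRCA1 (ENSG00000012048, chromosome 17, 41196115 to 41197819) fell in HepG2 cells from 44.0 ± 29.4 to 7.40 ± 1.25 CPM (log2 fold change −2.54, SE 0.50, adjusted p = 0.0252), and to a log2 fold change of −1.85 without control 2. Its adjusted p value was 0.122, 0.0869 and 0.128 without HME 1, 2 and 3, and under 0.05 in 3 of the 6 fits that each left out 1 library. PRKDC had a log2 fold change of −1.70 (SE 0.60, adjusted p = 0.143), ORC1 of −1.39 (SE 0.52, adjusted p = 0.165), ANAPC15 of −2.17 (SE 0.54, adjusted p = 0.059) and PIDD1 of −1.03 (SE 0.49, adjusted p = 0.253). PIDD1 did not pass the paper's thresholds, and the others did. PRKDC no longer passed them without control 2, where its log2 fold change was −0.97, or without HME 2 (−1.32), and ORC1 no longer passed without control 3 (−1.05), HME 1 (−1.18) or HME 2 (−1.40). Of 32 tested genes of DNA replication, 30 fell and 2 rose, with a median log2 fold change of −0.90 (camera, adjusted p = 1.42e-05, or 0.0208 with an estimated correlation). At the paper's thresholds 13 of them were DE, all lower with HME, and an adjusted p value under 0.05 was reached by 0 of them over all tested genes and by 5 when adjusted over the list alone.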

The observed p53-mediated response was further specialized into regulation of targets that are associated with programmed cell death as well as ATR- and BRCA-associated DNA damage response and p53-mediated regulation of apoptosis. 

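Among 9 lists other than that of p53 targets, 6 had an adjusted p value under 0.05 in Ls174 cells by camera, of which 4 held with an estimated correlation. Of 30 tested genes of N-glycan synthesis and oligosaccharyl transfer, which attach sugars to glycoproteins, 26 fell and 4 rose in Ls174 cells, with a median log2 fold change of −0.48 (adjusted p = 4e-08, and 9.3e-09 to 0.047 over the alternatives). At the paper's thresholds 12 of them were DE, all lower, and an adjusted p value under 0.05 was reached by 4 over all tested genes and by 9 when adjusted over the list alone. STT3B, a subunit of the oligosaccharyltransferase (chromosome 3, 31677538 to 31679309), fell from 145 ± 32.6 to 60.4 ± 2.27 CPM (log2 fold change −1.26, SE 0.22, adjusted p = 0.0388). STT3A had a log2 fold change of −1.29 (adjusted p = 0.109), RPN1 of −1.13 (adjusted p = 0.0926) and RPN2 of −1.44 (adjusted p = 0.0634). Of 24 genes of cholesterol biosynthesis, 19 fell and 5 rose, with a median log2 fold change of −0.53 (adjusted p = 1.14e-07, and 7.35e-09 to 0.018 over the alternatives), and 11 were DE at the paper's thresholds, all lower. Of the same list, 3 genes reached an adjusted p value under 0.05 over all tested genes and 8 when adjusted over the list alone. CYP51A1 (chromosome 7, 91741268 to 91743007) fell from 419.6 ± 34.6 to 203 ± 10.2 CPM (log2 fold change −1.05, SE 0.18, adjusted p = 0.0392). HMGCS1 had a log2 fold change of −1.06 (adjusted p = 0.06) and SQLE of −2.15 (adjusted p = 0.083). A list of phospholipid genes was not tested.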

Interestingly, GO analysis of the Ls174 DE transcripts deviated from the HepG2 results, revealing enrichment of cellular functions that are more associated with metabolic effects, including metabolism of glycoproteins, phospholipids and cholesterol (Additional file 3: Fig. S2C). 

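The difference between the cell lines was tested for each list by camera on the interaction of cell line and treatment, with adjustment over the 10 lists. The p53 targets rose more in HepG2 cells (adjusted p = 1.06e-05), and the genes of cholesterol biosynthesis fell more in Ls174 cells (adjusted p = 0.00123). For N-glycan synthesis, which had a median log2 fold change of −0.41 in HepG2 cells with 19 of 31 genes falling (adjusted p = 0.0919), the interaction had an adjusted p value of 0.1. Targets of the transcription factor NRF2 rose in both cell lines, with 24 of 24 tested genes higher in each, median log2 fold changes of 1.14 in HepG2 cells (adjusted p = 1.32e-15) and 1.12 in Ls174 cells (adjusted p = 7.67e-28), and an adjusted p value for the interaction that was also 0.1. The largest shift in HepG2 cells was that of immediate-early and NF-kB genes, where 26 of 26 tested genes rose with a median log2 fold change of 3.05, or 2.79 with 2 genes at their lower bound (adjusted p = 1.12e-44, and 0.00396 with an estimated correlation). In Ls174 cells, 17 of 24 genes of this list rose, with a median of 0.45 (adjusted p = 2.05e-07). Targets of ATF4 and of the unfolded protein response had a median of 0.92 in HepG2 cells (adjusted p = 0.000128) and 0.69 in Ls174 cells (adjusted p = 0.00799, or 0.0713 with an estimated correlation). Genes of oxidative phosphorylation had a median of 0.25 in Ls174 cells (adjusted p = 0.00509, or 0.055 under fry and 0.297 with an estimated correlation) and of −0.21 in HepG2 cells (adjusted p = 0.16). In HepG2 cells the metallothioneins had a median of 1.63 over 5 tested genes (adjusted p = 4.89e-05, or 0.0783 with an estimated correlation). The remaining lists did not pass in the respective line, which were heat shock (adjusted p = 0.0943) and cholesterol biosynthesis (adjusted p = 0.834) in HepG2 cells and heat shock (adjusted p = 0.23), metallothioneins (adjusted p = 0.15) and DNA replication (adjusted p = 0.382) in Ls174 cells. Under fry, heat shock and N-glycan synthesis in HepG2 cells (adjusted p = 0.000509 and 0.0244) and DNA replication in Ls174 cells (adjusted p = 0.0496) also passed. Heat shock and N-glycan synthesis in HepG2 cells further passed with at least 10 counts in every sample (adjusted p = 0.046 for each), heat shock without control 2 (adjusted p = 0.0476), N-glycan synthesis without HME 1 (adjusted p = 0.0256), and the metallothioneins in Ls174 cells, falling, without HME 1 (adjusted p = 0.023). Without Ls174 control 3, the ATF4 and oxidative phosphorylation lists no longer passed in Ls174 cells (adjusted p = 0.0988 and 0.0579).

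**Figure D3:**
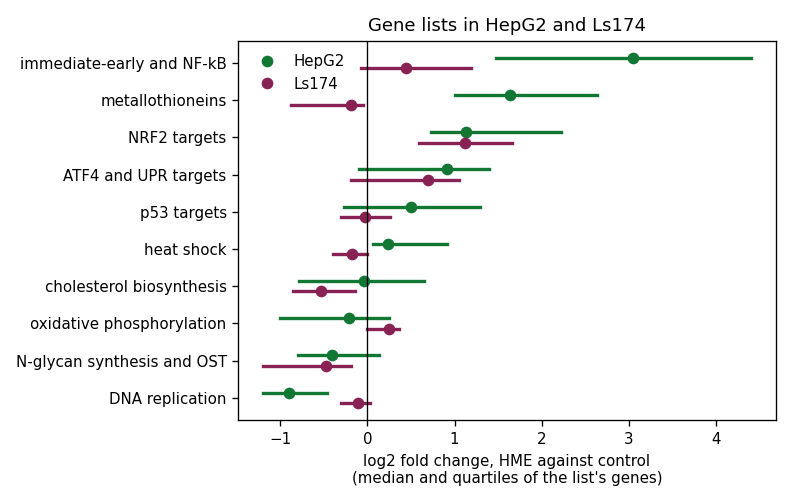
Median log2 fold change (point) and quartiles (line) of the tested genes of each of 10 lists in HepG2 and Ls174 cells, HME-treated against control. The p53 targets have a median of 0.50 in HepG2 cells and −0.03 in Ls174 cells.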

In conclusion, GO analysis revealed a separate response of these cellular backgrounds to the extract treatment, which predominantly associates with a strong regulatory footprint of p53 in HepG2 cells and a strong alteration of metabolic properties in the Ls174 background. These results were also confirmed with KEGG pathway analysis (Additional file 1: Table S4).

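The KEGG enrichment was not repeated here, and the genes that Table S4 lists under its terms were looked up instead. For HepG2 cells, the paper lists 77 terms with 373 genes, of which 365 were tested here and 325 were DE at the paper's thresholds, with 201 of the tested genes higher and 164 lower. For Ls174 cells, the paper lists 36 terms with 148 genes, of which 144 were tested and 132 were DE, with 30 higher and 114 lower. In Ls174 cells, the 8 genes under N-Glycan biosynthesis and the 5 under Steroid biosynthesis all fell. In HepG2 cells, the 12 genes under DNA replication all fell, and 10 terms contain at least 5 genes of the UGT1A locus, such as Porphyrin metabolism, where they are 9 of the 14 genes. These 9 genes share the 3′ end of the locus on chromosome 2, and their log2 counts correlated with each other with at least 0.987 across the HepG2 libraries and 0.999 across the Ls174 libraries, so that they are in effect a single measurement. Their log2 fold changes lay between 1.21 and 1.49 in HepG2 cells, where all 9 passed the paper's thresholds and 0 had an adjusted p value under 0.05 over all tested genes (lowest 0.0894), and between −0.25 and −0.22 in Ls174 cells. From the enriched terms, the paper concludes that the cell lines respond separately, with a footprint of p53 in HepG2 cells and an alteration of metabolic properties in Ls174 cells.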

### Proteome analysis of cancer cells treated with HME

We also characterized the effect that the HME treatment exhibits at the proteome of the two cancer cells. Consistent with the transcriptome observations, LS-MS/MS analysis confirmed that the proteome of treated cells is altered compared to the untreated control and that the HepG2 cells exhibit a stronger pattern of deregulation over the Ls174 background (Fig. 3A). The observed variability between the biological and technical replicates of the analysis was significantly smaller than the variability between treated and control cells, inclining toward the existence of many significantly deregulated proteins. In agreement with the observations of the transcriptome MDS analysis, treatment of both cell lines with the extract served as the second strongest source of variability on the dataset (following the variability that is attributed to the different cellular content), confirming its strong regulatory effect on the proteome of both cell lines. Heatmap analysis of the HepG2 (Fig. 3B) and the Ls174 (Additional file 3: Fig. S2D) proteome confirmed the results of the MDS analysis, revealing strong alterations for hundreds of proteins that effectively separate treated from control cells, while maintaining co-clustering of biological and technical replicates in all conditions.

**Fig. 3:**
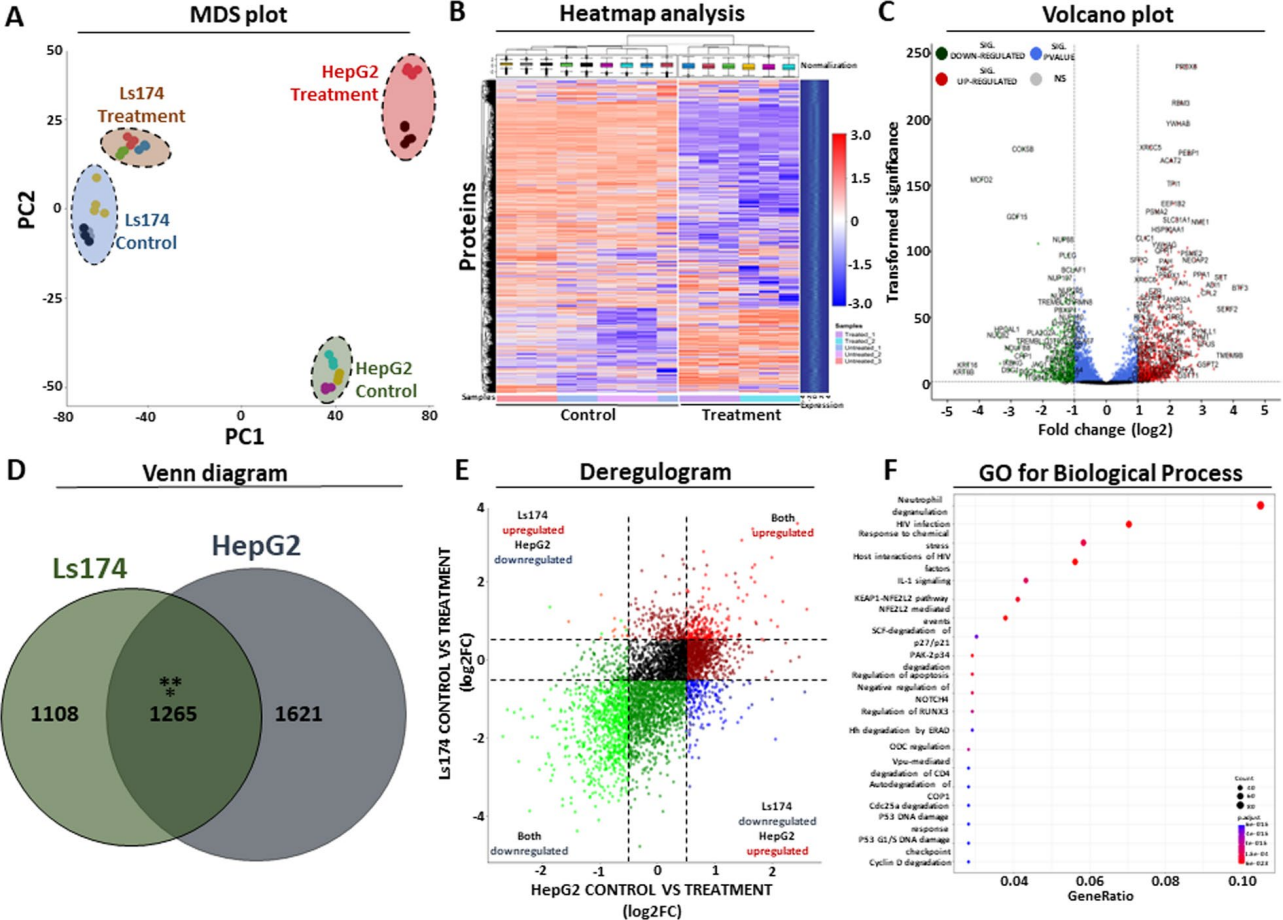
Proteome analysis after treatment with HME. **A** MDS plot analysis of LC/MS–MS results in HepG2 and Ls174 cells after treatment with seaweed extract. Each dot corresponds to a separate technical replicate, colours summarize different biological replicates. PC: principal component. **B** Heatmap plot illustrating protein alterations in HepG2 cells with and without treatment. Protein levels were log2 transformed and shown as normalized z-score. **C** Volcano plot pinpointing the statistically significant differentially expressed proteins in HepG2 cells after treatment with the seaweed extract. *Y*-axis represents *p*-value after − log10 transformation, *x*-axis corresponds to log2 transformed fold change in protein levels. **D** Venn diagram showing the integration of HepG2 and Ls174 statistically significant protein alterations in response to seaweed treatment. Asterisks mark statistical significance based on a hypergeometric test. **E** Deregulogram plot showing the unidirectional change of the commonly affected proteins in Ls174 and HepG2. Both axes correspond to log2 fold change of treated vs untreated cells. **F** Dot plot summarizing gene ontology results of biological function for the statistically significant alterations in protein levels. Dot size corresponds to number of DE proteins and colour corresponds to statistical significance for each cellular function

Statistical analysis of the LC–MS/MS results revealed 3,506 statistically significant altered proteins in HepG2 cells, out of 7,049 that were detected in total (DE 49.7%). If fold change (see above) is also considered as a filtering criterium, then the total number of statistically significant DE proteins is reduced to 2,886, corresponding to 40.9% of the total for this background (Fig. 3C). Based on the same thresholds of the transcriptome analysis (see above), the HepG2 DE proteins are further subdivided into 1,410 significantly up-regulated proteins and 1,476 significantly down-regulated proteins that correspond to 48.8% and 51.1% of total DEs for this cell line, respectively. Similarly, the Ls174 cells yielded 3,627 significantly altered proteins corresponding to 51.4% of the total that were detected. If fold change is also considered, then the total number of significantly DE proteins is reduced to 2,373 or 33.6% of the total (Additional file 3: Fig. S2E). These are further analyzed to 1,051 significantly up-regulated and 1,322 significantly down-regulated proteins, representing 44.3% and 55.7% of total DE proteins for this cell line. In conclusion, these results support the existence of extensive changes in the proteome of both cell lines in response to incubation with HME. In addition, a pronounced pattern of altered expression is detected both in HepG2 and Ls174 cells, which is consistent with the observed results of the preceding transcriptomic analysis. However, we did not observe a significant correlation between the transcriptome and the proteome responses in both cell lines (*R*^2^ =  ~ 0.1). Finally, it is worth noting that in the proteome of HepG2 cells, a balance between up- and down-regulating proteins exists, in contrast to Ls174 where downregulated proteins slightly predominate.

### Detection of commonly deregulated proteins

To pinpoint common patterns in the proteomic responses of the two cell lines following incubation with HME, a combined analysis of the differentially expressed proteins from both cell lines was performed in the form of a Venn diagram (Fig. 3D). A statistically significant overlap of 1,265 DE proteins was observed between the two cell lines. Visualization of the two affected proteomes in the form of a deregulogram confirmed that the alterations of the overlapping proteins are unidirectional (*R*^2^ = 0.34, Fig. 3E), in agreement with the observations of the transcriptome analysis. In conclusion, statistical analysis revealed significant changes in the proteome after treating both cell lines with the seaweed extract. These responses are generally balanced, yet a stronger upregulated footprint in the proteome of HepG2 cells both qualitatively and quantitatively exists. Finally, a statistically significant overlap of unidirectional DE proteins is detected between the two cell lines, although again both proteomes demonstrate unique responses to HME treatment.

### Gene ontology analysis for differentially expressed proteins

GO analysis of DE proteins in HepG2 cells (Fig. 3F) revealed again a p53-mediated signature in agreement with the observations from the transcriptome analysis. This footprint was further specialized in p53-related DNA damage and cell cycle checkpoint responses including cyclin D suppression (Fig. 3F). Interestingly, GO analysis for the Ls174 DE proteins deviated from the observed HepG2 results, revealing enrichment of cellular functions related to the metabolism of nucleic acids, terpenoids, cholesterol as well as proteins that are related to the organization of the mitotic spindle (Additional file 3: Fig. S2F). In conclusion, GO analysis of DE proteins in Ls174 cells revealed a transcriptional footprint associated with cellular metabolism, while in HepG2 cells an overall response involving the p53 transcription factor is observed, leading to dysregulation of genes associated with cell damage repair and death as well as cell cycle checkpoints. These observations are consistent with the GO results of the transcriptome analysis, in which the footprint of p53-mediated regulation is mainly observed in HepG2 cells, while dysregulation of the Ls174 proteome is more related to metabolic responses.

### Validation of a p53-mediated response in HepG2 cells

Following the observations from the transcriptome and proteome analysis, we subsequently focused on the observed p53-mediated response in HepG2 cells. qPCR analysis confirmed that several common p53 target genes are significantly upregulated in treated HepG2 cells compared to the untreated control, a trend that was not observed in Ls174 cells (Fig. 4A; Additional file 1: Table S5). These target genes are associated with cell cycle arrest, apoptosis and DNA damage repair, which are among the enriched cellular responses from the GO analysis (Figs. 2F, 3F). We therefore hypothesized that the p53 protein significantly interacts with the chromatin of the corresponding target loci. Indeed, ChIP-qPCR analysis confirmed a significant enrichment of p53 in the chromatin of several upregulated target genes compared to the chromatin of control loci (Fig. 4B; Additional file 1: Table S6). Interestingly, we also observed that p53 chromatin binding was further increased in treated compared to untreated HepG2 cells, a trend that was not observed in Ls174 cells for the same target genes (Fig. 4B). In conclusion, we have confirmed the p53-mediated transcriptional response in HepG2 cells and linked it to increased interactions of the p53 protein with the chromatin of the target genes, the molecular function of which explains part of the observed phenotypes.

**Fig. 4:**
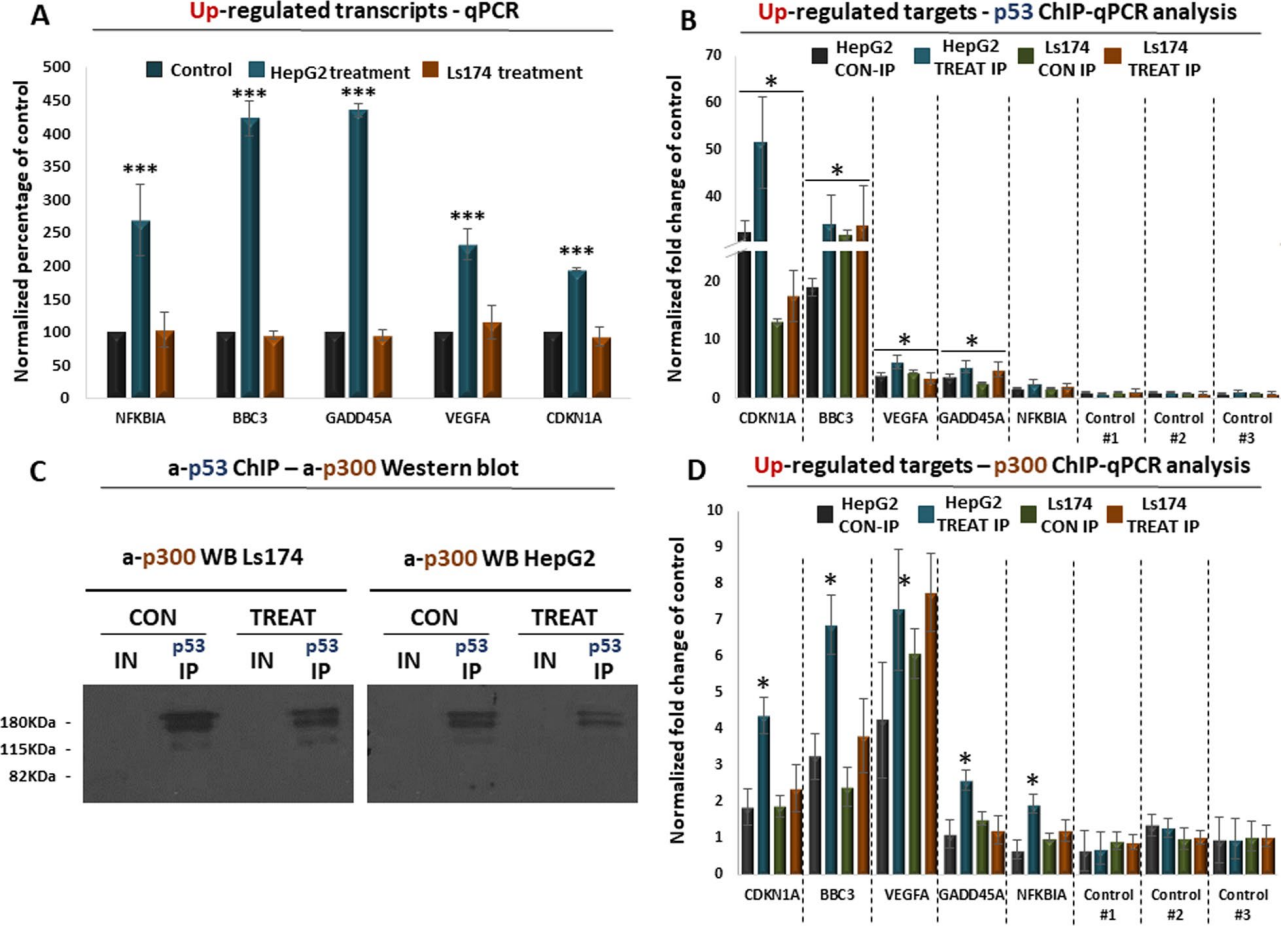
RT-qPCR and ChIP-qPCR analysis of selected target genes. **A** RT-qPCR analysis of known p53 target genes in HepG2 and Ls174 cells following treatment to seaweed extract. Control corresponds to untreated cells. Asterisks mark statistical significance based on ANOVA. **B** ChIP-qPCR for the HepG2-upregulated target genes, following immunoprecipitation with a-p53 in treated and untreated HepG2 and Ls174 cells. *Y*-axis corresponds to input normalized fold change compared to control loci. Asterisks mark statistical enrichment over control loci based on ANOVA. **C** ChIP-Western showing co-immunoprecipitation of the p300 protein with p53. **D** ChIP-qPCR for the HepG2 upregulated target genes, following immunoprecipitation with a-p300 in treated and untreated HepG2 and Ls174 cells. *Y*-axis corresponds to input normalized fold change compared to control loci. Asterisks mark statistical enrichment over control loci based on ANOVA

Chromatin interaction of p53 often results into recruitment of co-activators, such as p300, which subsequently primes target genes for transcription. Indeed, ChIP-western analysis confirmed the interaction between p53 and p300 on chromatin (Fig. 4C), suggesting that p300 could also be involved in the observed p53-mediated transcriptional response of HepG2 cells. We therefore expanded our ChIP-qPCR approach to test whether p300 is also recruited at the chromatin of the validated target genes. Indeed, p300 not only was significantly enriched at the chromatin of the upregulated target genes compared to control chromatin (Fig. 4D; Additional file 1: Table S7) but was also significantly enriched at the chromatin of treated compared to untreated HepG2 cells (Additional file 1: Table S8). Of note, we have also confirmed that several other genes were significantly downregulated not only in HepG2 but also in Ls174 cells (Fig. 5A; Additional file 1: Table S5). Consistent with the activating role of p53, we did not detect significant enrichment of this transcription factor at the chromatin of down-regulated targets either in HepG2 or in Ls174 cells (Fig. 5B). Finally, network analysis of the top DE genes (Additional file 1: Table S9) revealed statistically significant protein interactions in both cell lines that could be indicative of a coordinated functional response that follows HME treatment (Fig. 5C, D; Additional file 1: Table S10). 

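Table S9 lists 40 genes per cell line, and all 80 changed here in the direction that the paper reports. The median absolute difference from the paper's log2 fold changes was 0.02 in both cell lines. In HepG2 cells, 40 of the 40 genes had an unadjusted p value under 0.05 and 22 an adjusted p value under 0.05, and in Ls174 cells 39 and 24 of the 40. The gene of the Ls174 list that did not pass was FBXO11, whose log2 fold change of 1.88 (SE 0.85, adjusted p = 0.385) rested on HME 3 and was −0.12 without it. In HepG2 cells, 7 of the upregulated genes had an expression in HME 2 that was more than 3 times that of any other library, namely ZNF623, KLF10, GPATCH2, MTFR1L, SGCB, SDCCAG8 and ANXA2. ZNF623, the gene of the HepG2 list with the largest fold change, had 6595 counts in HME 2 and between 6 and 17 in the other libraries, and its log2 fold change of 7.29 was −0.07 without HME 2. Without HME 2, 6 of these 7 genes had an unadjusted p value of at least 0.05, while KLF10 had a log2 fold change of 3.51 (p = 2.44e-05 from edgeR, not an exact test). Among the downregulated genes, TMEM254 and KIFC2 in HepG2 cells passed 0.05 only with control 2, and NOP14, MMAB and ZNF341 in Ls174 cells only with control 1. In all, 9 of the HepG2 genes and 6 of the Ls174 genes had an unadjusted p value over 0.05 in at least 1 of the fits that left out a library. The protein interactions themselves were not analysed here.

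**Figure D4:**
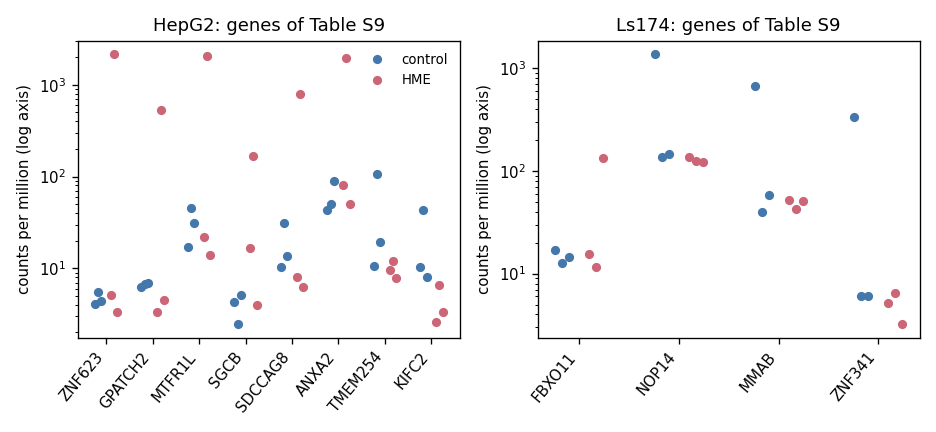
TMM-normalized CPM on a log axis, in each control and HME library, of the genes of Table S9 that rest on a single library. In HepG2 cells, ZNF623 stands at 2161 in HME 2 and between 3.37 and 5.51 in the other libraries.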

In conclusion, our RT- and ChIP-qPCR analysis confirmed the observed p53-mediated response in HME-treated HepG2 cells and linked it with increased recruitment of p53 and p300 at the chromatin of the upregulated loci, as part of an overall anti-cancer response that was observed in this cell line, in contrast to the Ls174 cells in which HME treatment was mostly associated with metabolic effects (Fig. 6).

**Fig. 5:**
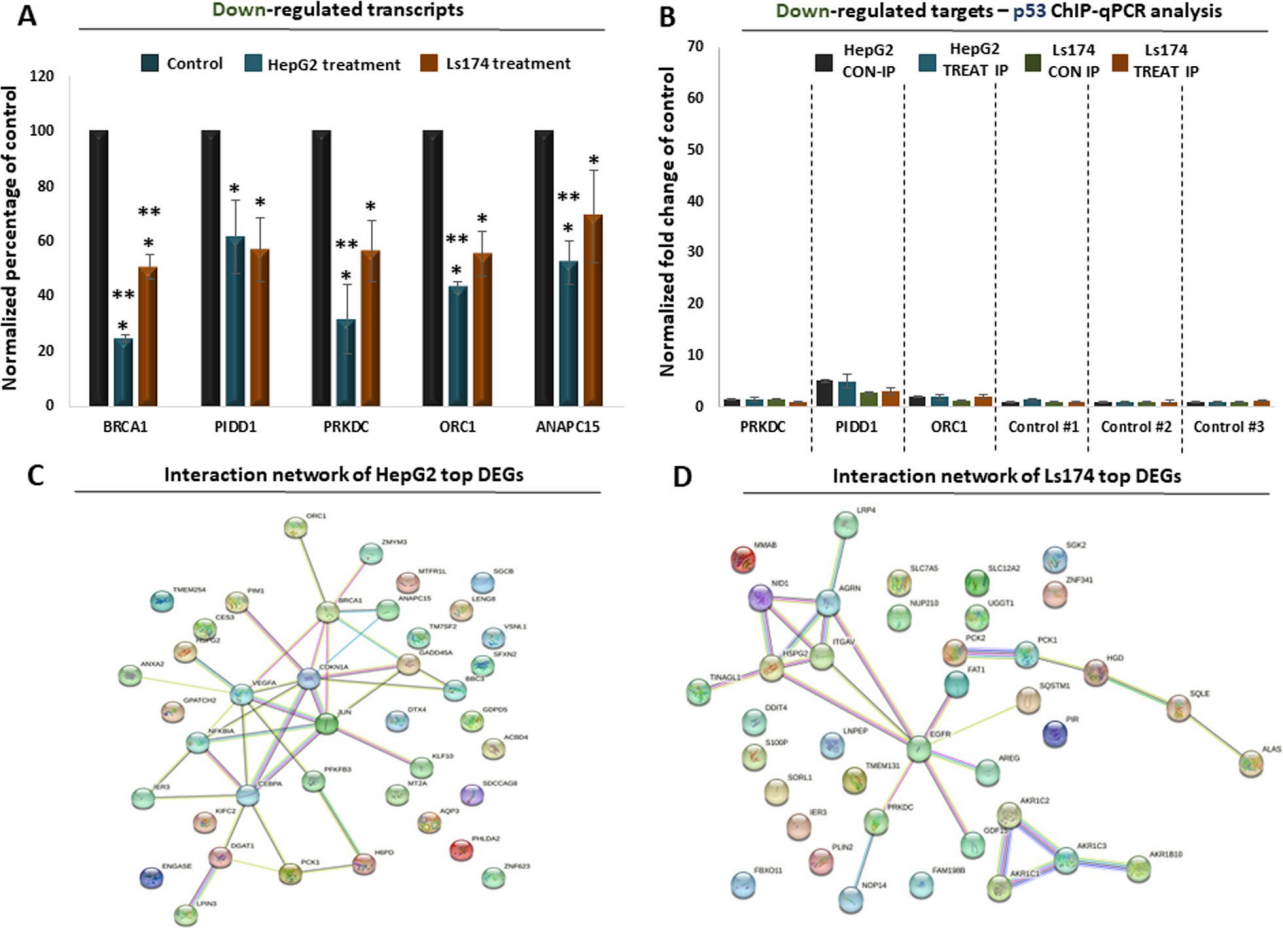
RT- and ChIP-qPCR analysis of downregulated target genes. **A** RT-qPCR analysis of selected downregulated genes in Ls174 and HepG2 cells following treatment with seaweed extracts. *Y*-axis shows fold change of expression in treated cell levels compared to control that corresponds to expression levels in untreated cells. Asterisks mark statistical significance of fold changes based on ANOVA. **B** ChIP-qPCR analysis of downregulated target genes following immunoprecipitation of p53 in treated and untreated HepG2 and Ls174 cells. *Y-*axis shows fold change compared to the chromatin of control loci; axis range matches the one of Fig. 4B for direct comparison. **C** Protein network interaction of the top 20 up-regulated and top 20 down-regulated genes in HepG2 cells **D** Protein network interaction of the top 20 up-regulated and top 20 down-regulated genes in Ls174 cells. Nodes correspond to proteins, edges indicate known (cyan:database curated, purple:experimentally determined) or predicted (green:gene neighborhood, red:gene fusions, blue:protein co-occurence, black:gene co-expression) protein–protein interactions

**Fig. 6:**
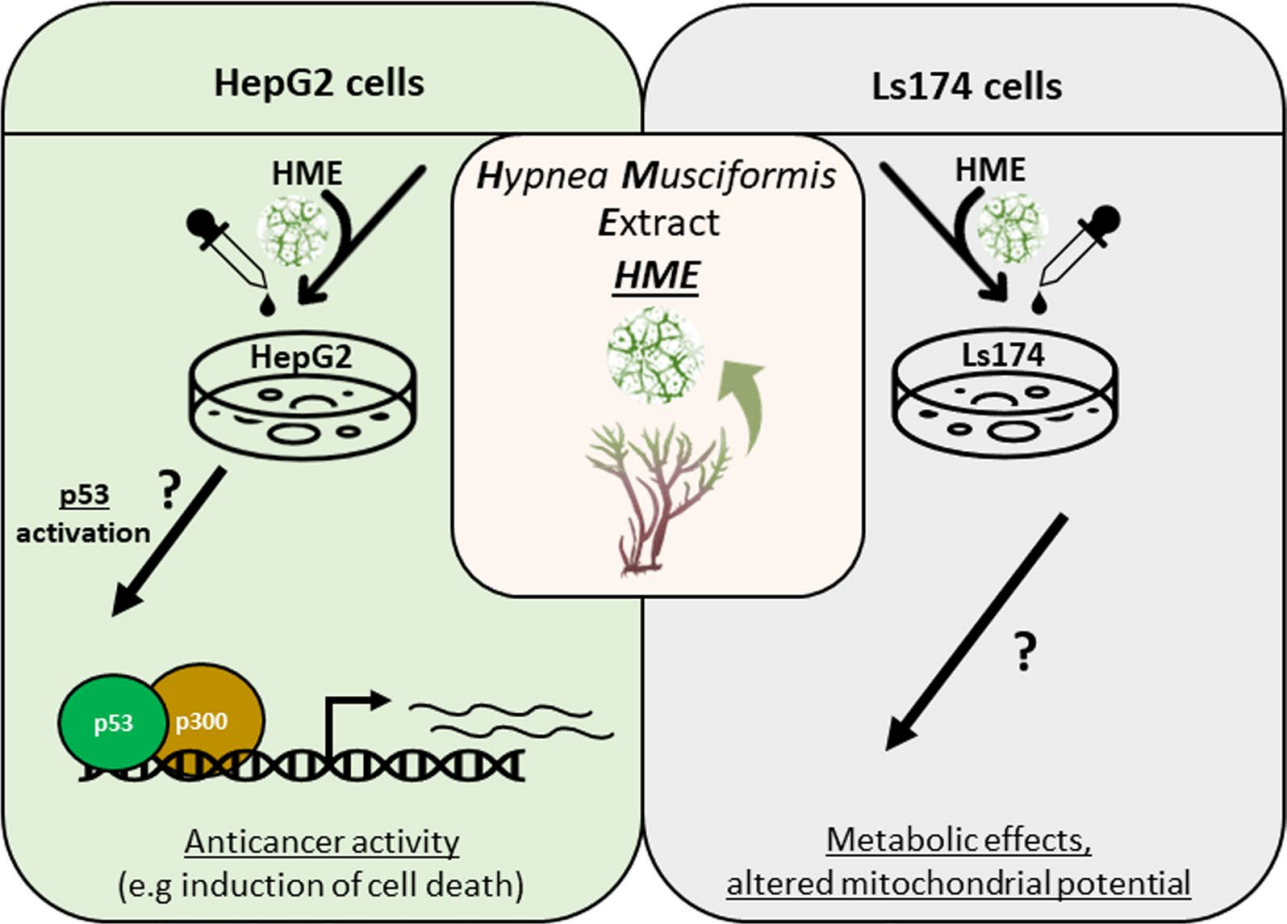
Graphical summary of the observed effects in HepG2 and Ls174 cancer cells following treatment with HME. HME triggers a p53-mediated anti-cancer response in HepG2 liver cancer cells, while it is more associated with metabolic effects in Ls174 colon cancer cells at the molecular level. The exact mechanism of p53 activation or the molecular cause of the metabolic effects are unknown

## Discussion

Previous studies have shown that seaweed extracts exhibit anti-cancerous properties in human cell lines [35]. The extracts from various seaweed species have been shown to inhibit key processes in cancer development and metastasis, such as cell proliferation [36–38], anti-inflammation [39–41], migration [42, 43], as well as induction of apoptosis [44–46]. Recently, we have reported that treatment with the extracts of several seaweed species exhibits anti-cancerous and anti-proliferation properties in HepG2 cells [47]. These observations agree with our current work findings, suggesting that extracts from *H. musciformis* can serve as a source of anticancer agents, especially in liver cancer cells.

Specifically, in HepG2 liver cancer cells our transcriptome and proteome analysis revealed transcriptional changes that alter biological functions associated with the promotion of apoptosis and cell cycle arrest. Induction of apoptosis in both cancer cell lines was also confirmed by Annexin V detection using flow cytometry analysis. As known, apoptosis is one of the major chemopreventive mechanisms of natural products [48]. Although HME-induced significant apoptosis in both cancer cell lines, apoptotic cells were not the majority of total cells at any time point of treatment, suggesting that HME may induce cancer cell death through apoptosis along with other programmed cell death forms (e.g., ferroptosis, necroptosis and pyroptosis) or autophagy. Interestingly, Ghose et al., have recently shown that *H. musciformis* extract inhibited MCF-7 breast cancer cell growth through autophagy besides apoptosis [12].

The two main apoptotic pathways are the mitochondrial (aka intrinsic) pathway and the death receptor (aka extrinsic) pathway [49]. We evaluated the effects of HME treatment on mitochondrial damage in cancer cells by measuring MMP. The results showed that HME-induced hyperpolarization in liver cancer cells, while in intestinal cancer cells hyperpolarization was also followed by depolarization. Mitochondrial hyperpolarization and depolarization indicate destabilization of mitochondrial metabolism and are considered signs of pro-apoptosis and ultimate apoptosis, respectively, in cancer cells [50].

Moreover, we identified alterations in inflammatory responses linked with neutrophil degranulation, IL-1 signaling and suppression of NF-kB signaling. Inflammation is considered to be among the driving forces of carcinogenesis [51]. Our results regarding inflammation are in agreement with recent studies revealing the anti-tumoral effect of seaweed-derived extracts in HepG2 liver cancer cells [52]. In addition, Vieira de Brito et al. [53] have reported that sulfated polysaccharides from *H. musciformis* inhibited inflammation in mice through mitigation of neutrophil migration and IL-1β levels mediated by the nitric oxide (NO) pathway.

At the molecular level, we have identified hundreds of DE genes after treatment of both cell lines with HME. We were unable to detect an overall significant correlation between our transcriptome and proteome DE genes/proteins, respectively. Low level of agreement between gene expression and protein abundance is not unusual and has been observed in previous studies with cancer cell lines [54, 55]. Such deviations could be partly explained by the accumulation of mutations in coding regions throughout the cancer genome [56], as well as to the occurrence of post-translational modifications that affect protein stability and downstream regulatory activity. However, technical experimental factors, such as the sensitivity of the two detection methods (3′ mRNA sequencing vs LS MS/MS), sample pre-processing (e.g., library amplification vs protein trypsinization etc.) together with post-detection methods of data normalization are most likely to contribute to the observed discrepancy. Furthermore, the HM extract itself may be capable of inducing transcriptional responses that subsequently get amplified (e.g., when the expression of transcription factors is deregulated) or quenched (when kinases and phosphatases are deregulated) at the translational level. Alternatively, distinct extract compounds could act separately at the transcriptional and translational level. Nevertheless, it is worth noting that at the functional level the proteo-transcriptomic gene ontology results fully agree with each other (Figs. 2F, 3F, as well as Fig. 2C, F) in both cell lines, suggesting the existence of a common functional footprint of the HME that initiates at the transcriptional and diffuses into the translational level. For example, our gene ontology results revealed that treatment of Ls174 colon cancer cells with HME triggers a transcriptional and protein response that deviates from the observed molecular effects in liver cancer cells. Moreover, the results of the phenotypic assays supported the anticancer activity of HME through cancer cell type-specific mechanisms. More specifically, in Ls174 cells, HME-induced apoptosis through mitochondrial pathway but, unlike HepG2 cells, that response was p53 independent, even though both cell lines carry wild-type p53 alleles [57, 58]. This cell type-specific activity of anticancer compounds is not unusual since altered responses to seaweed extracts between different human cancer lines have been reported in the past. For example, isolated extracts from *Coccophora langsdorfii* exhibited anti-cancerous activity in melanoma cell lines but showed weak responses in breast cancer cells [59]. In addition, seaweed extracts showed cytotoxic effects in breast cancer cells, but reduced cytotoxicity in HCT-116 colon cancer cells [60]. Of note, even the response of extracts from related seaweed species was different in breast cancer cells [61]. Since our experimental setup included treatment with a single dose and harvesting at a single timepoint, we cannot exclude the possibility that the observed differences between the two transcriptomes and proteomes are due to differential kinetics and/or dosage requirements in the response of these cells to the extract. Nevertheless, we were able to detect a statistically significant number of mutually affected genes that responded to HME treatment in a unidirectional manner between the two cell lines. Future analysis can focus on prolonged treatments of these cells with various doses of cell extracts to confirm or exclude convergence of molecular responses in these cellular backgrounds.

Our GO analysis suggests that the transcriptional and proteome alterations in Ls174 cells were predominantly associated with various metabolic changes (e.g., PPAR signaling, AMPK signaling) including but not limited to phospholipid and cholesterol metabolism as well as glucoprotein (e.g., N-Glycan and mucin type O-glycan biosynthesis) and isoprenoid (e.g., C5 isoprenoid) biosynthesis. As known, cancer metabolism exhibits significant differences from that of normal cells [62]. For example, cancer cells present increased aerobic glycolysis, which is a hallmark of the Warburg effect, thus disturbance of cancer metabolism may result in growth inhibition [62]. Moreover, our observations agree with previous studies highlighting the anti-diabetic and anti-obesity activity of various seaweed extracts. Various compounds from the red seaweed *Gracilaria opuntia* suppressed hyperglycemic response via the deactivation of α-glucosidase, a-amylase, and dipeptidyl peptidase-4 [63]. Other seaweed compounds regulated glucose uptake [64] or exhibit anti-diabetic properties [65]. Seaweed metabolic effects are also associated with lipid metabolism. For example, the red seaweed *Grateloupia elliptica* extracts reduced adipogenic proteins expression, total cholesterol and serum triglycerides contents in mice [66]. The red seaweed *Plocamium telfairiae* extracts also demonstrated anti-obesity ability via reduction of fat accumulation and suppression of major adipogenesis factors [67]. Other studies confirmed the anti-obesity effects of seaweed extracts in adipocytes [68]. Taken together, these reports agree with our observations in Ls174 cells, while our proteomic and transcriptomic data provide specific genes that mediate some of these responses at the molecular level.

In terms of molecular function, seaweed extracts have been shown to promote their anti-cancer activities through activation of several pathways and regulators. For example, polysaccharide extracts from the brown seaweed *Sargassum fusiforme* activate secretion of IL-1 and TNF-α, which in turn trigger apoptosis in HepG2 bearing mice [69]. Deactivation of PI3K/AKT signaling, another known determinant of apoptosis, was mediated by the seaweed-derived fucoidan polysaccharide triggering apoptosis in prostate cancer cells [70]. Fucoidan have been shown to independently trigger apoptosis through the ROS-mediated mitochondrial pathway in hepatoma cells [71]. Cell cycle inhibition and more specifically G0/G1 arrest has also been associated with fucoidan treatment of B large lymphoma cells [71]. p53 has been recently shown to mediate anti-cancer effects of *Sargassum* extracts in several cancer cell lines, including HepG2 [72].

Following these observations, our analysis in HepG2 cells highlighted a p53-mediated response upon treatment with the seaweed extract and linked it to the upregulation of known p53 targets in that cellular background. Our results are in agreement with previous studies demonstrating that ceramides (i.e., a family of lipids) from *H. musciformis* decreased Ehrlich ascites carcinoma in mice through increased expression of p53 and other pro-apoptotic molecules (e.g., Bax and caspase 3, [9]). Among the p53 targets that exhibit increased expression according to our findings, NFKBIA has been shown to suppress the activity of NF-κB signaling [73]. Since NF-κB antagonizes p53 [74], its inhibition by the upregulated NFKBIA would further enhance our observed p53 signature in HepG2 cells. Interestingly, NF-κB was not responsible for *H. musciformis* extract-induced apoptosis in MCF-7 breast cancer cells [12]. Nevertheless, other seaweed extracts have also been reported to regulate cancer progression through attenuation of the p53-NF-kB antagonistic axis [75].

BBC3/PUMA was another upregulated target of p53 in our HepG2 results. This protein is a central mediator of p53 apoptotic responses, through binding to anti-apoptotic Bcl-2 family members and induction of mitochondrial dysfunction and caspase activation [76]. Activation of the cellular stress protein GADD45a, which was also among our upregulated targets, has been associated with p53 mediated DNA repair [77]. p53 also regulates CDKN1A, which in turn binds to and inhibits the activity of cyclin-dependent kinase 2 or cyclin-dependent kinase 4 complexes, and thus functions as a regulator of cell cycle progression at G1 [78]. Interestingly, we have observed upregulation of VEGFA expression, that is linked with neo-angiogenesis. This disagrees with previous studies showing that ceramides from *H. musciformis* decreased VEGFB serum levels in Ehrlich ascites carcinoma mouse model [9]. Although originally it was shown that VEGFA expression is indirectly downregulated by p53 [79, 80], the interplay between p53 mediated regulation of VEGFA is more complex and can also result into upregulation of the latter [81]. However, since the levels of p53 binding in the chromatin of VEGFA are low, we certainly cannot exclude p53-independent modes of direct or indirect regulation as a possible explanation for our observed VEGFA upregulation.

The elucidation of the specific molecular mechanisms through which anticancer compounds exert their activity is a powerful tool for their utilization as targeted compounds for personalized prevention [18, 19]. Thus, the importance of identifying p53 signaling among the inhibitory mechanisms of HME function against liver cancer cell growth suggests that HME may be more appropriate as chemopreventive agent in subjects without carrying mutations in the p53 gene. In addition, our identification of metabolic pathways disturbed by HME in intestinal cancer cells may lead to its use for targeting specific molecules.

The present study investigated for the first time the induced changes of *H. musciformis* extract treatment in whole transcriptome and proteome expression of cancer cells. Specifically, in this work we have characterized the transcriptome and proteome of liver and colon cancer cells after treatment with HME, providing several examples of deregulated p53 target genes, which can explain part of our observed phenotypes. Moreover, we linked p53 presence at the chromatin of upregulated target genes with the recruitment of the p300 co-activator, although we cannot exclude the inverse scenario in which p300 recruits p53 on the target chromatin. p53 has been reported to facilitate target chromatin accessibility through enhancement of p300/CBP autoacetylation, leading to histone acetylation [82, 83]. Future experiments should further dissect this observed p53/p300 interplay, coupled to the analysis of the *H. musciformis* extracts with the aim of isolating and characterizing the responsible bioactive compounds that mediate the observed p53 response. Since our proteomic approach did not detect alterations in p53 overall levels, future efforts should also focus on explaining the molecular signaling that underpins these responses.

Of particular interest would be the characterization of p53 phosphorylation or the phosphorylation of its downstream effectors, through phosphoproteomic analysis after treatment of cancer cells and/or murine models with HME. In addition, it would be of equal interest to in-depth characterize the metabolic effects that were observed in Ls174 colon cancer cells, with metabolomic approaches. Our results along with the aforementioned future studies will substantially help to elucidate the molecular mechanisms accounting for HME’s chemopreventive activity, which is a prerequisite for using them as food supplements or as biofunctional foods.

## Conclusion

In conclusion, this functional genomics study is the first to provide functional insights regarding the anti-cancer properties of *H. musciformis* marine seaweed extracts in liver and colon cancer cells. The results link the observed tumor-suppressive phenotypes in response to extract treatment with extensive transcriptome and proteome responses. Furthermore, the study provides specific evidence regarding the molecular mechanisms that govern the induction of cell death in liver cancer cells, linking them with chromatin interactions and p53-mediated transcriptional responses. These results highlight both the nutritional value of marine seaweeds and the necessity of thoroughly evaluating their benefits at the molecular level on the road of developing personalized patterns of nutrition.

## Supplementary Information

**Additional file 1. **This excel sheet contains additional statistical information organised and described as supplementary tables 1 to 10 in main text.

**Additional file 2. Figs. 1**: Flow cytometry analysis. **A**) Annexin V-PE/7-AAD FACS dot plots following HME treatment for 0.5, 1, 2, 4, 8, 16 and 24 h in Ls174 cells. **B**) Annexin V-PE/7-AAD FACS dot plots following HME treatment for 0, 0.5, 1, 2, 4, 8, 16 and 24 h in HepG2 cells. **C**) Histograms for FACS assessment of mitochondrial membrane potential (MMP) in Ls174 cells after treatment with HME for 0.5, 1, 2, 4, 8, 16 and 24 h (X-axis: FL2 height; Y-axis: Cell counts) **D**) Histograms for FACS assessment of mitochondrial membrane potential (MMP) in HepG2 cells after treatment with HME for 0.5, 1, 2, 4, 8, 16 and 24 h (X-axis: FL2 height; Y-axis: Cell counts).

**Additional file 3. Figs. 2**: Transcriptome and proteome analysis in Ls174 cells. **A**) Heatmap corresponding to transcriptional change in Ls174 cells with and without treatment. Gene expression was log2 transformed and shown as normalized z-score. **B**) Volcano plot illustrating statistically significant differentially expressed genes in Ls174 cells following treatment with the seaweed extract. Y-axis represents p-value after − log10 transformation, x-axis corresponds to log2 transformed fold change. **C**) Dot plot summarizing gene ontology results of biological function for the statistically significant DE genes in Ls174. Dot size corresponds to number of DE genes and colour corresponds to statistical significance for each cellular function. **D**) Heatmap corresponding to protein change in Ls174 cells with and without treatment. Protein levels log2 transformed and shown as normalized z-score. **E**) Volcano plot illustrating statistically significant alterations of protein levels in Ls174 cells following treatment with the seaweed extract. Y-axis represents p-value after − log10 transformation, x-axis corresponds to log2 transformed fold change. **F**) Dot plot summarizing gene ontology results of biological function for the statistically significant alterations in protein levels in Ls174. Dot size corresponds to number of DE proteins and colour corresponds to statistical significance for each cellular function.

## Data Availability

The RNA-seq data that support the findings of this study are openly available in GEO functional genomics data repository with the dataset identifier GSE228578. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [84] partner repository with the dataset identifier PXD041686. The authors confirm that the data supporting the findings of this study are available within the article [and/or] its supplementary materials.

## Abbreviations

HME: *Hypnea musciformis* Extract
MMP: Mitochondrial membrane potential
Annexin V-PE: Annexin V-Phycoerythrin
7-AAD: 7-Amino-actinomycin D
TNA: Total nucleic acid
WB: Western blot
ChIP: Chromatin immunoprecipitation
MDS: Multi-dimensional scaling
DE: Differentially expressed
GO: Gene ontology

How the deposited data were processed for this re-analysis (not part of the article)

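The data are 12 libraries of RNA from HepG2 and Ls174 cells, with 3 control and 3 HME-treated biological replicates of each line. The authors prepared 3′ libraries with the QuantSeq kit, sequenced them on an Ion Proton instrument, checked the reads with FASTQC, aligned them with Hisat2 at default settings to hg19 and passed the alignments to metaseqR2, and the deposited files hold the resulting count of reads per 3′ region as whole numbers without normalization. The paper does not state the version of metaseqR2, or how reads with several alignments and reads on the opposite strand were treated. Every region lies within the chromosome lengths of GRCh37. The counts of all regions of a gene were summed, giving 57736 genes on 24 chromosomes in 27 biotypes. Regions shared by several genes were left with each of them, which gave 27 sets with 56 genes whose counts are identical in all libraries.

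Between 13885 and 19354 genes had a count in a library, and the smallest libraries held 1790841 (HepG2 HME 3) and 1874122 (HepG2 control 2) counts. The floor of 3 counts, in the library of each group where it is highest, gives 1.84 CPM in HepG2 control, 1.69 in HepG2 HME, 1.63 in Ls174 control and 1.18 in Ls174 HME cells. No pair of replicates was a duplicate by the chi-square of their counts.

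Tests used edgeR 4.0.16 (TMM, filterByExpr by group, quasi-likelihood fit and F test), limma 3.58.1 (camera with a correlation of 0.01 between genes, and fry) and DESeq2 1.42.0 in R 4.3.3, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 for tables and figures. All adjusted p values are Benjamini-Hochberg values from edgeR over all tested genes, or from camera over 10 gene lists, unless stated otherwise, and tests are two-sided unless stated otherwise. Each line was fitted by itself with its 6 libraries and no covariate, and the interaction of cell line and treatment was fitted on all 12 libraries. The SE of a log2 fold change was derived from the F statistic. Genes were called at the paper's thresholds (unadjusted p under 0.05 and a log2 fold change beyond 0.58) and, beside them, at an adjusted p under 0.05. Distances used log2 CPM with a prior count of 2 over the 500 most variable genes.

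The designs, most alternatives, the gene lists and the rule for the genes that are named were set before the data were examined. The rule names the genes of Fig. 4A and Fig. 5A, MDM2, the UGT1A genes, AREG and AREGB, members of the gene lists, the genes of Table S9 where discussed, and in each line the 5 largest increases and 5 largest decreases among genes with an adjusted p under 0.05 whose groups do not overlap. Genes outside it (RNU2-2P and the genes of HepG2 HME 2) were chosen after their values were seen. The gene lists were written from general knowledge and cover p53 targets, immediate-early and NF-kB genes, NRF2 targets, DNA replication, ATF4 and unfolded protein response targets, metallothioneins, heat shock, N-glycan synthesis with oligosaccharyl transfer, oxidative phosphorylation and cholesterol biosynthesis. Lists of marker genes of mesenchymal, blood and endothelial cells were used for HepG2 HME 2 only.

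The alternatives were DESeq2, edgeR's exact test, a binomial test on summed counts, scaling by library size or upper quartile, no filter beyond 1 count, at least 10 counts in every sample, a GC offset per library (loess, span 0.3), the replicate number as a block, 1 fit of all 12 libraries, other fold limits (0.5 and 1), fry, camera with an estimated correlation, and leaving out each library in turn. Other divisions of the libraries were counted over all 10 per line, over their 100 pairs, or over 100 assignments for the interaction (seed 7).

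The procedure was tested on simulated data with 200 changed genes per line, of which edgeR found 147 (73.5%) with HepG2-like counts and 189 (94.5%) with Ls174-like counts, with 16 and 12 false calls. Of 200 simulated differences between the lines, the interaction test found 50 (25.0%), so that it missed most of them at this number of replicates. All simulated changes had the same absolute size and lay in genes above a limit on mean expression. The simulated counts held no library that deviates as a whole, so recovery in the real data may differ. With no changed genes, 544 of 11060 genes passed the paper's thresholds and 0 an adjusted p under 0.05.

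Enrichment of GO and KEGG terms, protein interactions, quantitative PCR, chromatin immunoprecipitation and the proteome were not analysed here.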

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

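The tests of small RNA classes, of single HME libraries, of mature snRNA reads and of histone genes, and the fit without both deviating controls, were chosen only after the results were seen.

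The response to HME differed between the cell lines in 84 of 13040 genes at an adjusted p under 0.05 for the interaction. Of 100 assignments of treatment within the lines, the real one included, 3 gave as many genes. An assignment may keep the real grouping of 1 line, whose own response then enters the interaction. This count is therefore not a p value for a difference between the lines. The number moved with single libraries, from 17 without Ls174 HME 3 to 143 without Ls174 control 1, so that the genes involved are uncertain. No batch labels are given, so a difference in handling between the lines was not tested and stays open.

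Among the genes on the lists, IER3 rose in both lines, with log2 fold changes of 5.60 in HepG2 cells and 1.77 in Ls174 cells, a difference of −3.80 (interaction adjusted p = 0.00143). ATF3 had log2 fold changes of 5.57 and 1.52, a difference of −4.03 (adjusted p = 0.0339). The 3 HME values were all above the 3 control values for these genes in HepG2 cells.

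Of the 10 lists, 8 differed between the lines by camera on the interaction, in which fry and an estimated correlation were not run. The shift was lower in Ls174 cells for immediate-early and NF-kB genes (adjusted p = 2.88e-25), metallothioneins (1.07e-07), p53 targets (1.06e-05), cholesterol biosynthesis (0.00123), heat shock (0.0165) and ATF4 targets (0.0185), and higher for DNA replication (2.33e-05) and oxidative phosphorylation (0.00123). For the p53 targets, 2 of 100 assignments of treatment gave a p value as small, a count with the same limit as that of the genes above. Of the 5 genes of Fig. 4A, 3 are on the list of p53 targets, and without them the adjusted p from camera in HepG2 cells was 0.000318. The rise of the list is thus not carried by these genes alone. Nor is it carried by control 2, without which the adjusted p was 3.94e-06 (0.0443 with an estimated correlation), or by the gene shared with other lists, without which it was 4.61e-05. These tests leave a response of the p53 pathway that differs between the lines as a hypothesis, and the genotype of the lines was not tested.

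The snRNA genes, which the paper does not discuss, took a larger share of the counts in every HME library of HepG2 cells (0.104% to 0.192%) than in any control (0.0326% to 0.0398%), in 3 of 3 libraries. A single gene does not carry it, since without RNU2-2P, chosen after its values were seen, the lowest HME share was 2.47 times the highest control share. The related RNU1 and RNVU1 genes were not left out as a group, so how far they carry the rise was not tested. Small RNA genes of every class did not rise alike, since the median log2 fold change of microRNA genes was 0.06 (13 of 23 up) and at most 0.34 in any fit that left out a library, with quartiles below those of the snRNA genes in all 7 fits. A rise shared with small nucleolar RNA genes cannot be told apart, since 72 of 79 small nucleolar RNA genes also rose, with a median log2 fold change of 0.72 (0.67 without control 2) against 2.98 for the snRNA genes, and the quartiles of these classes were apart in 6 of 7 fits but overlapped without HME 1. The share of small nucleolar RNA genes was above every control in 1 of 3 HME libraries, where the highest control was the deviating control 2 (5.32%, against 3.27% and 3.30% in the others and 3.38% to 5.64% with HME). Reads of mature snRNA cannot be told apart from reads of longer transcripts, since 100% of these counts lie in regions that start past the annotated gene but the files hold no read positions. Weaker 3′ processing cannot be told apart either, since the 13 tested histone genes, of which 10 rose, had a camera p of 0.101. In Ls174 cells 6 of 7 snRNA genes rose, and whether the lines differ was not tested.

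In HepG2 HME 2, 54 genes stood over 10 times above every other HepG2 library with at least 100 counts, and they held 1.87% of its counts against at most 0.0575% in another HepG2 library, while the other 11 libraries had between 0 and 3 such genes. The genes include VIM and MRC2, chosen after their values were seen. Among the 54 genes, 13 mesenchymal markers were seen beforehand. These held 0.294% of the counts of HepG2 HME 2, against at most 0.00221% in another HepG2 library. Of 30 further mesenchymal markers, 15 of them expressed in other HepG2 libraries, 0 stood over 10 times above the rest, although 8 were highest in this library. Markers over that limit with at least 100 counts were already among the 54 genes. The 0 therefore cannot argue against RNA of mesenchymal cells. Of the blood markers 0 of 18 stood over 10 times above the rest, and of the endothelial markers 0 of the 11 in the files. Genes specific to Ls174 cells held 0.0102% of its counts, more than in the other HepG2 libraries (0.000957% to 0.00414%). That share belongs to a different set of genes and cannot be compared with 1.87%. The 54 genes themselves held at most 0.295% of the counts of any Ls174 library, which argues against RNA of Ls174 cells as the source of 1.87%. Of the 54 genes, 22 had fewer than 10 counts in every Ls174 library. Carry-over of amplified DNA from another library remains open and was not tested, and no biological explanation was tested.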

How the results depend on the processing

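The fits with both deviating controls left out and with 1 gene per set of identical counts were chosen after seeing the data.

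At the paper's thresholds, HepG2 cells had 2517 DE genes, 4536 with the binomial test on summed counts and 3838 without a filter beyond 1 count, and every other alternative stayed within 1.5 times. Ls174 cells had 1353, with 2601 and 2356 under these alternatives, 721 with a log2 fold change beyond 1, and 838 (without HME 2) to 1824 (without control 1) across the fits that each left out 1 library. The binomial test has no term for spread between replicates, and the unfiltered fit tests more genes.

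At an adjusted p under 0.05, HepG2 cells had 375 genes, 1033 with DESeq2, 1139 with edgeR's exact test, 7145 with the binomial test, 1407 without the filter, 188 with at least 10 counts in every sample, 807 with all 12 libraries in 1 fit, and 95 (without HME 3) to 921 (without control 2) when 1 library was left out. Ls174 cells had 134, with 438, 474, 5530 and 604 under the first 4 of these, and 0 (without HME 1, 2 or 3, with 1175, 854 and 888 at an unadjusted p under 0.05) to 979 (without control 1). Leaving out a library lowers the number of samples, and beyond the alternatives' own construction the cause was not tested. With 1 gene per set of identical counts, the adjusted counts were 373 and 132.

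With the replicate block, the Ls174 adjusted count was 0 (1192 at an unadjusted p under 0.05), and 0 with the GC offset added (1213), against 349 and 359 in HepG2 cells. The overlap with the block was 231 genes, 86.6% in the same direction, the interaction count with the block within cell line was 16, and the p53 difference between lines had an adjusted p of 3.64e-06. The numbers do not pair the samples, since samples with the same number deviated from their group means with correlations between −0.17 and 0.09.

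The interaction count of 84 was 397 with DESeq2, 49 with library size only, 46 with at least 10 counts, 433 without both deviating controls, and 17 to 143 when 1 library was left out. The overlap of 356 genes was 18 at an adjusted p under 0.05, and 231 to 430 when 1 library was left out, above the number expected by chance in each. The share in the same direction of 82.6% was 88.9% at an adjusted p under 0.05, 75.6% without both deviating controls, and 72.5% (without Ls174 control 1) to 85.9% (without Ls174 HME 3).

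The separation ratio of 1.67 in HepG2 cells was 1.32 over all tested genes, and that of 1.15 in Ls174 cells was 0.903 (without HME 2) to 1.56 (without control 3), under 1 when any single HME library was left out. In Ls174 cells both ends of this range reflect the weight of control 1 in unequal groups, and without control 1 the ratio was 1.45. The number of chromosomes with a bias was 1 at an adjusted p under 0.05 against 0, where 4 HepG2 chromosomes had an unadjusted p under 0.05. Without Ls174 control 1, the direction reversed in Ls174 cells for BBC3 (−0.017 to 0.63 when 1 library was left out), BRCA1 (−0.46 to 0.0227) and ANAPC15 (−0.72 to 0.14), and the cause was not tested. Of the other results that were counted, 456 were the same, 26 weaker, 49 stronger and 3 reversed, those of the genes above. This count of reversals leaves out genes of Table S9. Without HepG2 HME 2, ZNF623 went from 7.29 to −0.07, GPATCH2 from 4.77 to −0.755, MTFR1L from 4.52 to −0.739 and SDCCAG8 from 3.90 to −1.30. Without Ls174 HME 3, FBXO11 went from 1.88 to −0.12. The cholesterol list in HepG2 cells, which did not pass, also changed direction without HME 3.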

Differences from the paper's values

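The paper's text gives 717 upregulated genes in Ls174 cells, and 465 were found here. Of the alternatives set before the data were examined, DESeq2 (488), edgeR's exact test (553), the binomial test (1037), upper quartile (505), no filter (928), the fits without control 1 (747) and without control 3 (633) and a fold limit of 0.5 (526) came within 1.5 times of the paper's value. Library size only (337), at least 10 counts (409), the replicate block (441), the GC offset (452), both together (431), all 12 libraries in 1 fit (453), a fold limit of 1 (202) and the fits without control 2 (461) or HME 1 (409), HME 2 (286) or HME 3 (299) did not.

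For downregulated genes in Ls174 cells, the paper's text gives 244 and 888 were found here, with 519 to 1564 over the alternatives set before the data were examined, none of which closed the gap. The paper's shares are 74.6% upregulated and 25.4% downregulated, against 34.4% and 65.6% here, and none of the alternatives set before the data were examined closed the gap (24.9% to 41.0% upregulated and 59.1% to 75.1% downregulated).

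For PRKDC in Ls174 cells, the paper's Table S9 gives a log2 fold change of −1.72, and it was −1.06 (SE 0.42) here. Of the alternatives set before the data were examined, none reached the paper's value, and only the fit without Ls174 control 2 (−1.35) came within the SE of 0.42 of it, while the others lay between −1.27 and −0.41. In HepG2 cells, for which Table S9 does not list PRKDC, the log2 fold change here was −1.70, and the FDR of 0.0435 that Table S9 gives for the Ls174 entry is out of order with its p value there.

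The paper reports that no bias of expression by biotype or chromosome was observed, which was tested here through the share of DE genes. By that test, snRNA genes (odds ratio 13.7, adjusted p = 1.41e-11, two-sided Fisher's exact test) and pseudogenes (odds ratio 0.386, adjusted p = 2.9e-17) departed from the other genes in HepG2 cells. The test counts genes as independent, while several snRNA genes are related and rose in parallel. Fig. 2C places IER3, PFKFB3 and KLF10 on the side of lower and BRCA1 on the side of higher expression, while here IER3 had a log2 fold change of 5.60, PFKFB3 of 4.45, KLF10 of 5.66 and BRCA1 of −2.54, the directions that Table S9 also gives.

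Fig. 4A is described as showing no rise of the p53 targets in Ls174 cells by PCR, while in the counts NFKBIA (log2 fold change 1.30, adjusted p = 0.342), GADD45A (1.30, adjusted p = 0.307), VEGFA (1.01, adjusted p = 0.113) and CDKN1A (0.80, adjusted p = 0.303) passed the paper's thresholds there, and BBC3 did not (0.22). The interaction of each of these 4 genes with the cell line had an adjusted p between 0.501 and 0.523, and that of BBC3 0.178.

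The genes of Fig. 5A are described as lower in both lines, and with all libraries each had a negative log2 fold change in Ls174 cells. PRKDC (−1.06, unadjusted p = 0.0344 from edgeR, not an exact test) passed the paper's thresholds there. Its unadjusted p value was over 0.05 in 4 of the fits that each left out 1 library. In Ls174 cells BRCA1 (−0.27, adjusted p = 0.732), PIDD1 (−0.44, adjusted p = 0.575), ORC1 (−0.53, adjusted p = 0.55) and ANAPC15 (−0.44, adjusted p = 0.657) did not pass the paper's thresholds under any setting that was run. PIDD1 in HepG2 cells (−1.03, unadjusted p = 0.0644 from edgeR, not an exact test) passed them with the exact test, the binomial test, library size only, upper quartile, no filter, all 12 libraries in 1 fit, and without control 3. FBXO11, which Table S9 lists as upregulated in Ls174 cells, had a log2 fold change of 1.88 (unadjusted p = 0.0558 from edgeR, not an exact test) and passed with the exact test, the binomial test, no filter, at least 10 counts, all 12 libraries in 1 fit, and without control 1, HME 1 or HME 2.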

Other observations

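The tests of sampling noise, of both deviating controls, of HepG2 HME 2 alone, of the UGT1A 3′ end and of Ls174 control 1 were chosen only after the results were seen.

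HepG2 control 2 and Ls174 control 1 departed from the other controls of their line in the same genes, with a correlation of 0.413 across 9871 genes, which are not independent replicates, while the difference of the remaining controls had a correlation of −0.06. Other pairs of controls were as strong, since HepG2 control 1 gave −0.445 with Ls174 control 1, and 0.393 and 0.400 with Ls174 controls 2 and 3. Each departure is measured against the other controls of its line, so these correlations are not independent. Sampling noise would give no correlation. The correlation of 0.413 became 0.403 after a trend on GC content was removed and 0.411 after a trend on region length was removed. It was 0.641 among the 2468 genes with the highest counts, so that low depth does not account for it. RNA of the other line does not account for it either, with 0.00197% of the counts of HepG2 control 2 in genes of Ls174 cells and 0.00313% of those of Ls174 control 1 in genes of HepG2 cells, both inside the range of the other libraries. A shared handling or growth state of these cultures could give such a pattern, and no batch label was found to test it.

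Whether the departure by itself accounts for the shared direction of genes DE in both lines depends on the comparison. Without both libraries the share was 75.6%, and 32 of 100 pairs of divisions gave a share as far from 50%. Overlaps of other divisions are small (median 9 and 10 genes), so shares were also compared in an equal number of genes. That test was chosen after the results were seen. In the first 450 genes ranked by the larger of their p values in the 2 lines, the share was 77.8% without both libraries, and 1 of 100 pairs of divisions, the real one, gave a share as far from 50%, by a narrow margin (25.1% and 75.3% in other pairs). With all libraries the share is weak evidence, since in 356 such genes it was 83.4% and 43 of 100 pairs of divisions gave a share as far from 50%, while 1 of 100, the real one, gave an overlap as large. The other divisions gave fewer DE genes in each line, which by itself makes their overlap smaller. The count of overlaps therefore does not show more sharing between the lines than expected.

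Of the 10 divisions of the 6 libraries, 1, the real one, gave as many DE genes in HepG2 and in Ls174 cells, at the paper's thresholds and at an adjusted p under 0.05 alike, where the other divisions gave 0 adjusted genes and 121 to 665 (HepG2) or 90 to 573 (Ls174) at the paper's thresholds. The p53 list had a camera p as small in 1 of 10 divisions in HepG2 and 5 of 10 in Ls174 cells, and as many other lists passed in 1 of 10 in each line. With 10 divisions, chance and treatment cannot be told apart below a share of 0.1.

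Of the Ls174 genes with an adjusted p under 0.05, 98 fell and 36 rose. The fits that left out control 2 (1 and 1) or control 3 (5 and 5) called too few genes to show a direction. At the paper's thresholds, 961 fell and 461 rose without control 2, and 1069 fell and 633 rose without control 3. At an adjusted p under 0.05, 0 genes passed without HME 1, 2 or 3 (1175, 854 and 888 at an unadjusted p under 0.05). Long coding sequences do not alone account for the excess of falling genes at an adjusted p under 0.05, since 72 genes fell and 33 rose outside the longest 10%, nor do long gene spans (75 and 35), nor GC content, with 98 falling and 36 rising under the GC offset, nor control 1, without which 622 fell and 357 rose, although long coding sequences fell as a set (camera p = 4.78e-05, or 0.0323 with an estimated correlation). The paper counts more upregulated genes in Ls174 cells. Of the genes in its Table S4 for Ls174, 79.2% fall here, which is consistent with the direction having been exchanged in that count, and this remains a hypothesis.

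The over-representation of chromosome 1 among HepG2 genes at an adjusted p under 0.05 rests on snRNA genes, without which the adjusted p was 0.395. The 9 UGT1A genes share 1 3′ end, with a correlation of log2 counts of at least 0.987 within HepG2 cells, and count as 1 measurement. Of the 7 genes of Table S9 for HepG2 that stand far above the rest in HME 2, 6 had an unadjusted p of at least 0.05 without it, so that their calls rest on that library.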
